# Comprehensive Identification and Alternative Splicing of Microexons in *Drosophila*

**DOI:** 10.3389/fgene.2021.642602

**Published:** 2021-03-30

**Authors:** Ting-Lin Pang, Zhan Ding, Shao-Bo Liang, Liang Li, Bei Zhang, Yu Zhang, Yu-Jie Fan, Yong-Zhen Xu

**Keywords:** microexon, *Drosophila*, alternative splicing, *ce-Tophat*, sex determination

## Abstract

Interrupted exons in the pre-mRNA transcripts are ligated together through RNA splicing, which plays a critical role in the regulation of gene expression. Exons with a length ≤ 30 nt are defined as microexons that are unique in identification. However, microexons, especially those shorter than 8 nt, have not been well studied in many organisms due to difficulties in mapping short segments from sequencing reads. Here, we analyzed mRNA-seq data from a variety of *Drosophila* samples with a newly developed bioinformatic tool, ce-TopHat. In addition to the Flybase annotated, 465 new microexons were identified. Differentially alternatively spliced (AS) microexons were investigated between the *Drosophila* tissues (head, body, and gonad) and genders. Most of the AS microexons were found in the head and two AS microexons were identified in the sex-determination pathway gene *fruitless*.

## Introduction

Ribonucleic acid splicing removes intronic sequences and ligates exonic sequences in eukaryotic cells. This is catalyzed by the spliceosome, a large and dynamic RNA–protein complex composed of five small nuclear RNAs (U1, U2, U4, U5, and U6 snRNAs) and over 100 proteins (Will and Luhrmann, 2011). On the Ensembl website, 595,500 and 83,529 exons can be retrieved from human and *Drosophila* transcriptomes, respectively. The length of exons varies from two to 11,555 nts (Sakharkar et al., 2004), usually longer in the lower eukaryotes than in the higher eukaryotes (Berget, 1995).

Definition of microexons, the range of microexon length, varies in different reports, such as ≤ 51 nt (Volfovsky et al., 2003; Irimia et al., 2014; Yang and Chen, 2014), 3–27 nt (Li et al., 2015), and 3–30 nt (Ustianenko et al., 2017). Here, we defined exons with length ≤ 30 nt are microexons. It was first reported that two 5-nt exons were found in the *Drosophila Ubx* gene, and a 6-nt exon was in the chicken cardiac troponin T (*TnT*) gene (Beachy et al., 1985; Cooper and Ordahl, 1985); and soon after a 30-nt and a 3-nt exon were identified from the rat and mouse *Ncam* genes, respectively (Small et al., 1988; Santoni et al., 1989). In a mammal, microexons play a crucial role in the development and maintenance of neuronal functions (Irimia et al., 2014; Li et al., 2015), and there are 15,688 microexons in humans according to transcriptome annotation (version: GRCH38.96).

Early annotation tools had a poor ability to find microexons until a systematical alignment between cDNA and genomic DNA sequences identified 319 microexons from four genomes (Volfovsky et al., 2003). In the past decade, many tools have been developed to predict microexons, including the commonly used TopHat (Trapnell et al., 2009) and HISAT (Kim et al., 2015) and customized software GMAP (Wu and Watanabe, 2005), Olego (Wu et al., 2013), VAST-TOOLS (Irimia et al., 2014), and ATMap (Li et al., 2015). However, there are still limitations in the prediction of microexons. First, due to their alignment principles, TopHat and HISAT have difficulty accurately aligning and predicting the 3–7 nt very short microexons. Second, although Olego, VAST-TOOLS, and ATMap can partly predict the 3–7 nt microexons, their principles ignore the ends of sequencing reads that could not be mapped but may contribute to microexons identification. Third, most of these tools were originally developed based on mammalian transcriptomes, which could undervalue microexons in other organisms.

Alternative splicing plays critical roles in the regulation of gen = −0987 \e expression, generating multiple RNA isoforms from one gene and thereby extended proteome in eukaryotes. More than 95% of genes are alternatively spliced (Pan et al., 2008). The first reported alternatively spliced (AS) microexon is a 9-nt exon in the *Drosophila fasciclin I*, resulting in altered binding specificity of Fasciclin I (McAllister et al., 1992). Another interesting early example is a 3-nt microexon in the *Drosophila TnT* gene, which is specifically skipped in the larva’s subcutaneous muscular system, resulting in a protein with a missed lysine residue (Benoist et al., 1998). Later studies in mice have revealed that spatial structures and the domains of proteins were changed due to AS of microexons, such as splicing of microexon 20 in the *ITSN1* gene (Tsyba et al., 2008) and microexon L in the *Protrudin* gene (Ohnishi et al., 2014). AS of microexons could also introduce a phosphorylation site that alters the original protein function. For example, the microexon E8a in the *LSD1* gene encodes a phosphorylated site, Thr369b (Toffolo et al., 2014). On the other hand, retained microexons may introduce a premature stop codon, leading the transcript into an NMD-mediated degradation pathway (Li et al., 2015).

Systematic studies of microexons are mainly related to the mammalian neural systems, and little is known about the development of other organisms. To extensively identify microexons and their alternative splicing, we used in-house RNA deep sequencing data from a variety of *Drosophila* samples and developed an improved computational model ce-TopHat. In total, we identified 985 reliable microexons, of which 465 are novel. Subsequent analyses revealed that the microexons in coding regions are more prone to be alternatively spliced than exons with length > 30 nt. Differentially AS microexons have been investigated between tissues and genders. Over 65% of the AS microexons are found in the head, and two AS microexons in the sex-determination pathway gene *fruitless* are investigated.

## Materials and Methods

### Fly Strain, Culture, and Samples

Stocks and crosses of the wild-type *w*^1118^ isogenic *Drosophila* strain (BDSC 5905) were maintained and cultured on standard cornmeal agar medium (Qiu et al., 2019). Embryos of 18 h wandering third instar larvae and adults of 24 h were collected, respectively. Heads and abdomen-thorax (bodies) of adults were dismembered using liquid nitrogen; the gonads were dissected in ice-cold PBS from fresh flies and collected, respectively, for further RNA extraction.

### RNA-Seq

Ribonucleic acid samples were prepared as described (Li et al., 2020), and the construction of cDNA libraries and sequencing were performed using Illumina Hi-Seq 2000 (Stark et al., 2019). The head, body, and gonads of the female and male *Drosophila* were sequenced in the form of 150 bp fr-firststrand pair-end reads, and the embryo, 3L larvae, and adults were sequenced in the form of 100 bp fr-untstranded pair-end reads. Most of these sequencing data are provided by members of Xu Lab from their unpublished projects.

### Reads Mapping and Remapping

All raw data were trimmed and filtered by FastQC v0.11.5 and cutadapt v1.15, and the clean reads were then mapped to the *Drosophila* genome (dmel_r6.15 version) using TopHat (v2.1.1), in which 2-nt mismatches were allowed with other default parameters (Supplementary Figure 1A).

Unmapped reads were then remapped by an improved computational model, ce-TopHat (cut-end TopHat). First, the ce-TopHat removed 3–7 nt from the two ends of each unmapped read, respectively. These new reads were defined as the cut-end reads, which were remapped to the genome using TopHat (mismatch = 0 and anchor ≥ 8). Second, for the successfully remapped cut-end reads, ce-TopHat will find their genomic locations, which must meet three conditions: (1) mismatch = 0, (2) the cut-end part is flanked by classical splicing site sequences AG/____/GT, and (3) it is located within the gene range and the gap is between 20 and 10,000 nt. The finally met cut-end parts were then recombined to form complete and unique genomic localized reads for the construction of transcripts.

### Identification of Microexons

After mapping and remapping, all junction reads were retrieved from the reconstructed transcriptome and divided into two groups: multi-junction reads and single-junction reads (Supplementary Figure 1B). These junction reads, if containing a ≤30 nt junction part, would have a potential sequence of microexon. If the middle junction part in a multi-junction read is ≤30 nt and not annotated as an exon, it will be defined as a novel microexon. For the two ends of the single-junction reads, if it is ≤30 nt but cannot be correctly mapped to an annotated exon, a further extension is performed by other sequencing reads.

### Determination of Reliable Microexons

The microexons predicted by TopHat or ce-TopHat were defined as microexon candidates. To improve the reliability, the following screening processes were used (Supplementary Figure 1C): (1) unique exon junction reads ≥2; (2) total exon junction reads ≥3; (3) at least one multi-junction reads support; and (4) the length of both sides of the novel multi-junction reads must be ≥8 nt. If the candidates of 8–30 nt in length satisfied the first two conditions or the candidates of 3–7 nt in length satisfied all the four conditions, they were defined as reliable microexons.

### RT-PCR

Total RNAs from *Drosophila* samples were isolated by TRIzol (Ambion) and treated with RNase-free DNase I (Invitrogen). For RT-PCR, cDNAs were reverse transcribed using RevertAid Reverse Transcriptase (Thermo) and amplified by Ex-Taq (TaKaRa). All used primers are listed in Supplementary Table 1.

### Alternative Splicing Analysis

Alternative splicing events were determined by the reconstructed *Drosophila* transcriptome as described above. The PSI and Differential PSI (ΔPSI) of each alternative splicing event were calculated by the Perl scripts, in which events with a difference >0.05 were considered as significantly different between samples (Shen et al., 2014; Hartley and Mullikin, 2016; Wu et al., 2018). In the “exon-microexon-exon” model, microexons with 1 > PSI > 0 were defined as alternatively spliced (AS) microexons, and microexons with PSI = 1 were defined as constitutively spiced (CS) microexons. For comparison, longer exons (> 30 nt) were retrieved and analyzed using the same procedure.

### Splice Sites and GO Analyses

Consensus and conservation of splice sites were analyzed by Weblogo as described (Crooks et al., 2004). Briefly, the 5′SS and 3′SS were extracted by Perl, in which the 5′SS sequences contained the last 3 nt in the upstream exon and the first 6 nt in the intron, and the 3′SS sequences contained the last 20 nt in the intron and the first 3 nt in the downstream exon. Those sequences were also analyzed for the strength of splicing sites (binding ability to the spliceosome) by MaxEntScan online software as described (Yeo and Burge, 2004).

The Gene Ontology (GO) enrichment analysis on microexon genes is calculated by the clusterprofiler (Yu et al., 2012) and visualized with an R language package.

## Results

### Identification of Microexons Using Multiple RNA-Seq Data by TopHat

To comprehensively identify microexons in *Drosophila*, we collected a variety of our lab’s published and unpublished RNA-seq data of the WT fruit fly, including the head, body, and gonads from both females and males, as well as the embryo (18 h), 3L larva (wandering stage) and adults (2 h). 

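The RNA-seq libraries came from w1118 flies, an isogenic wild-type strain, and covered 9 conditions with 2 libraries each. The 12 libraries of adult parts (male and female heads, male and female bodies, testes and ovaries) were paired-end reads of 150 bp made with a strand-specific protocol. Bodies are the abdomen with the thorax. The 6 libraries of embryos, larvae and whole adults were paired-end reads of 100 bp from a protocol without strand information, so the 2 groups of libraries were never compared in one model. Adults are given as 24 h old in the methods and in the sample labels and as 2 h old in the results text, and embryos as 18 h old in both. The authors trimmed the reads with cutadapt, mapped them to the dmel r6.15 genome with TopHat and deposited, for each library, the number of reads counted on each of 17825 genes, without normalization. These counts hold no reads per exon or junction, so the PSI of a microexon is not analysed here, and the values below describe the host genes of the microexons. The paper's text does not name the program that counted the reads. Every gene has as its length the whole span from start to end, introns included. All 3487 genes whose span lies wholly within other genes have 0 counts in every library, among them 1748 that are overlapped only by genes of the opposite strand, against 378 of the 9240 genes without any overlap (4.09%). Host genes that are wholly overlapped thus have no value here, and partly overlapped ones are counted over the rest of their span. Genes were tested with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, with 12597 genes kept in the adult parts and 12335 in the stages. A gene was called different when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change at least 1 either way. The biological coefficient of variation was 0.365 in the adult parts and 0.272 in the stages. Libraries of adult parts with the same replicate number deviated from their group means together, with correlations from 0.28 to 0.67 over the 15 pairs of groups (median 0.39), so the tests in the adult parts are also given with the replicate number as a block. The RNA roX1, which is transcribed in males, had 60987 and 130769 counts in the male head libraries and 493 and 650 in the female head libraries, and in bodies 12756 and 27449 in males and 280 and 88 in females. Levels of single genes given as mean ± SD of the 2 libraries, and the level of the AS host genes per library, are CPM scaled to TMM-normalized library sizes. CPM in the floors, in the detection and median levels of all host genes and in the comparisons of gene classes are relative to the total counts of a library, without TMM factors.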

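In the gene count table, between 37198249 and 67429362 reads per library were counted on genes in the adult parts, with a median of 51120702.5 over the 12 libraries. In the stages, the totals lay between 45662046 and 87676051 counts, with a median of 48975755 over the 6 libraries, and both embryo libraries were the deepest with 87676051 and 87410646 counts. Over all 18 libraries 974221615 counts were assigned to genes, where the paper's Supplementary Table 2 lists 1324702594 reads and 1126328173 mapped reads. A gene at 3 counts, taken as the lowest level that can be told from 0, stood at 0.0806 CPM of the total counts in the shallowest library (male head replicate 1) and at 0.0342 CPM in the deepest (embryo replicate 1). Such floors cover counting error only, since reads of one amplified molecule are not independent. The gene with the most counts took from 0.8% of a library (testis replicate 1) to 5.4% (larva replicate 2).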

In total, we obtained > 1.3 billion reads (∼430 G data) for subsequent analysis (Supplementary Table 2). Using the common alignment software TopHat and after performing the microexon identification and filtering process (Supplementary Figure 1), we identified 37,083 microexon candidates in *Drosophila*, of which 881 are highly reliable and 361 are novel microexons that were not annotated by the Flybase (Figure 1A). 

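Identification of a microexon needs reads of its host gene, and the host genes were therefore followed in the count table. Of the 759 host genes in the paper's Supplementary Table 4, which lists the microexons of TopHat and ce-TopHat together, 750 are in the count table. With at least 10 counts in both libraries of a condition taken as detected, 669 of them were detected in male bodies and 669 in whole adults, the highest numbers, and 614 in ovaries, the lowest. The other conditions gave 651 in embryos, 659 in larvae, 641 in female bodies, 638 in male heads, 644 in female heads and 665 in testes. In all, 688 host genes were detected in at least 1 condition and 584 in every condition. Of the 62 detected in none, 60 lie wholly within other genes and were not counted. The replicates differed most in ovaries, where 640 and 616 genes reached the minimum. A minimum of 1 CPM moved the numbers most, to 526 in ovaries, and with each library thinned to the depth of the smallest one 592 genes were detected there. The median level of the host genes was highest in male and female heads, at 108.7 and 103 CPM, and lowest in ovaries and testes, at 32.9 and 34.2 CPM. These levels are relative to total counts, and the order of ovaries and testes was not examined with TMM factors.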

The length distribution of those reliable microexons, with and without novel ones, is obviously higher at the integral multiple of 3 nt than their nearby non-integrals (Figure 1B). To validate, we selected 12 novel microexons and performed RT-PCRs followed by individual Sanger sequencings; all of them showed proper bands and right sequences (Figure 1C), demonstrating that the above bioinformatic identifications are reliable.

**FIGURE 1:**
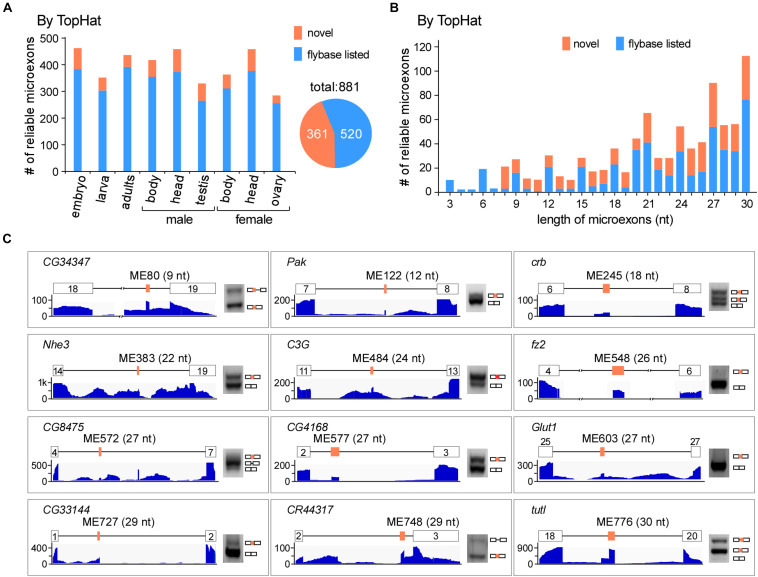
Identification of microexons in *Drosophila* by TopHat. **(A)** Identified reliable microexons from RNA-seq data of a variety of *Drosophila* samples by TopHat. Orange: novel microexons; blue: annotated microexons in Flybase. **(B)** Length distribution of the identified microexons by TopHat. **(C)** Validation of novel microexons by RT-PCR. Each microexon was validated by amplification of cDNA using primers located in its flanking exons. Lengths and numbering of microexons and the genes to which they belong are indicated. Blank boxes: flanking exons, orange boxes: microexons. Primers information is listed in Supplementary Table 1.

### ce-TopHat, a Modified TopHat, Identifies More Microexons

Due to difficulties in mapping short segments to unique genomic locations, the above analyses did not find novel microexons that are shorter than 8 nt. To identify more microexons, especially in the lengths of 3–7 nts, we improved TopHat and developed a new computing model, named ce-TopHat (Figure 2A and Materials and Methods section). Briefly, ce-TopHat focused on mapping the 3–7 nt segments from the TopHat-unmapped reads to the *Drosophila* genome. There were two groups of unmapped reads with short segments according to their locations: (i) at the two ends and (ii) in the middle of the unmapped reads.

**FIGURE 2:**
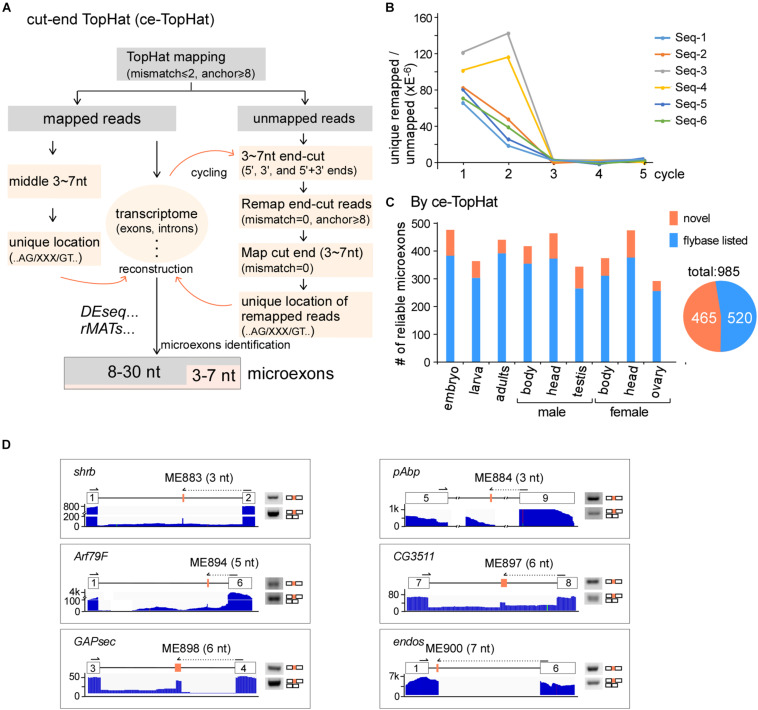
Identification of microexons in *Drosophila* by ce-TopHat. **(A)** Strategy for the identification of microexons by ce-TopHat. **(B)** Unique genomic locations of the remapped reads reach zero after three cycles of ce-TopHat. Six RNA-seq samples are indicated here, and other tested samples are shown in Supplementary Figure 2. **(C)** Identified reliable microexons from a variety of *Drosophila* samples using ce-TopHat. Orange: novel microexons; blue: annotated microexons on Flybase. **(D)** Validation of 3–7 nt novel microexons by RT-PCR. Arrows indicate the location of one set of PCR primers. All the PCR products were confirmed by Sanger sequencing.

For the first group, each unmapped read could generate as many as 10 derivative reads by cutting 3, 4, 5, 6, and 7 nts at its 5′- and 3′-ends. Those cutting-end reads that could be remapped to the fly genome were collected, and sequences of short segments at their ends were used for searching locations in the nearby introns, sometimes in exons. We defined those short segments uniquely located in the genome and with flanking splice sites (AG/___/GT) as microexon candidates (Figure 2A right). After three rounds of remapping and transcriptome reconstruction, the recovered unmapped reads were decreased to near zero (Figure 2B and Supplementary Figures S2A,B), and in total, we remapped 7,369,109 reads from all the *Drosophila* RNA-seq samples (Supplementary Table 3). For the second group of unmapped reads, the 3–7 nt segments in the middle of remapped reads were also defined as microexon candidates if they had unique locations in the genome and flanking AG/___/GT sequences (Figure 2A left).

Remapped reads by ce-TopHat extended the fly transcriptome information and allowed us to identify an additional 104 highly reliable microexons (Figure 2C and Supplementary Table 4), of which 19 were 3–7 nts in length. The pattern of length distribution was not changed after adding those new microexons by ce-TopHat (Supplementary Figure 2C). Similarly, we then selected six microexons with a length of 3–7 nts for validation. Due to their short lengths, two sets of PCR primers were used for validation of each microexon. One set was primers both located in flanking exons; the other set contained one primer wholly located in one of the flanking exons and the other primer located in the other flanking exon with extended new microexon sequence. All of the six tested novel microexons were correct in RT-PCR bands and sequencing (Figure 2D).

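Genes hosting only microexons absent from FlyBase were compared with genes hosting only microexons listed in FlyBase, by their mean log2 CPM over the 18 libraries (relative to total counts, 0.5 CPM added). The 293 genes with only unlisted microexons had a median of 5.77, and the 391 genes with only listed ones a median of 5.52. The difference of 0.25 was within what a permutation of the genes gives (two-sided permutation test with 100000 resamples, p = 0.473), although genes are not independent replicates. When each gene was taken at its highest condition in place of the mean, the difference was 0.56 (permutation test, p = 0.00576), with the genes of unlisted microexons higher. Wholly overlapped genes have 0 counts whatever their transcription and are among these genes. Without them, a setting chosen after the data were seen, 265 genes with a median of 6.07 and 360 with a median of 5.96 remained, and the difference was 0.11 (permutation test, p = 0.626). Of the genes hosting microexons added by ce-TopHat, 96 are in the count table and 9 of these are wholly overlapped by other genes and have 0 counts.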

Taken together, we identified 985 reliable microexons by ce-TopHat, of which 465 are novel microexons that were not annotated by the Flybase (Figure 2C).

### Microexons Are Enriched in Cell Morphogenesis and Neural-Related Genes

We then performed GO analysis and found that microexon-containing genes in *Drosophila* are highly enriched in two aspects, the cell structure and morphogenesis (93 genes) and the neural-related signaling and development (80 genes), including pathways such as actin filament-based process and cytoskeleton organization, supramolecular fiber organization and cell part morphogenesis, neuron projection development and morphogenesis, synaptic signaling, neuromuscular junction development and synapse organization (Figure 3A).

**FIGURE 3:**
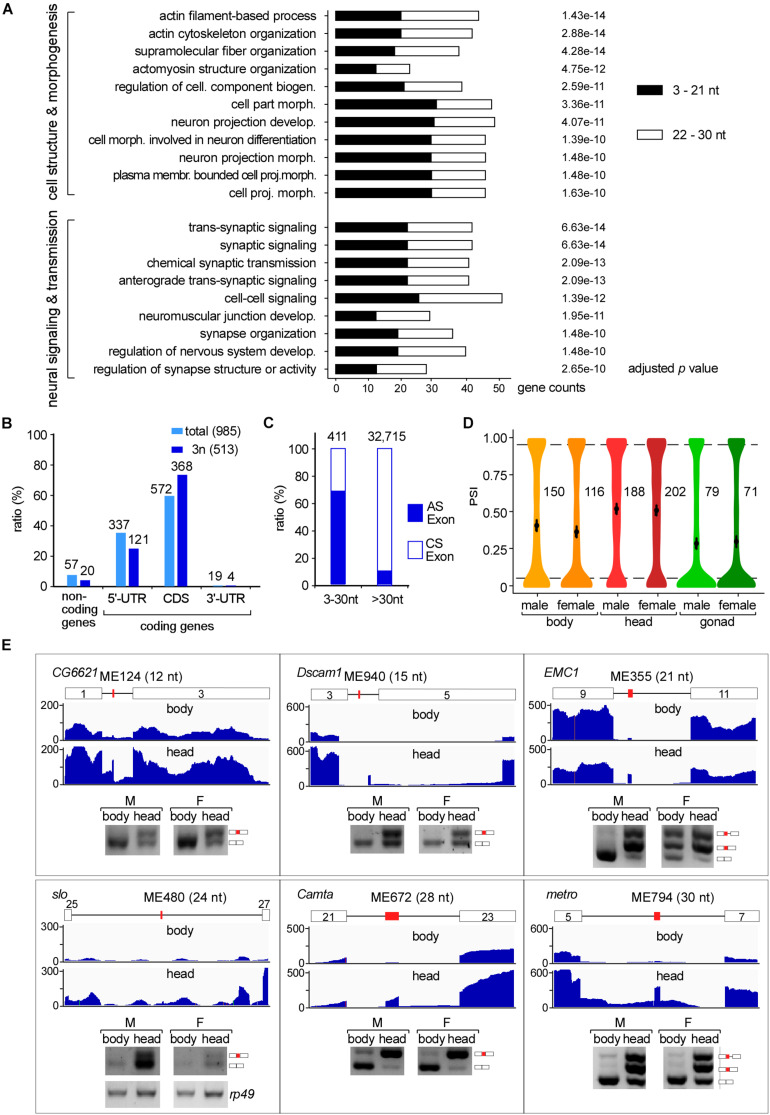
Tissues specific AS of Drosophila microexons. **(A)** Microexon-containing genes in *Drosophila* are highly enriched in two aspects of cellular functions by GO analysis. Enriched microexons are also divided into two groups based on length. **(B)** Distribution of microexons in gene regions. 3n: microexons in the length of integer multiples of 3. **(C)** Ratio of the AS exons is much higher in microexons than in longer exons. Microexons and longer exons that are located in the CDS region and have flanking exons were retrieved and analyzed. AS and CS exons were determined by transcriptomic information. **(D)** Distribution of the PSI values of AS microexons in *Drosophila* part/tissues. Average PSIs are indicated for each sample. **(E)** Validation of head-specific AS microexons by RT-PCR. Each microexon was validated by amplification of cDNA using two primers located in its flanking exons. Lengths, belonging genes, and names of microexons are indicated. Blank boxes: flanking exons, orange boxes: microexons. Primers information is listed in Supplementary Table 1.

To further characterize the microexon-containing genes, we split them into two groups based on the length of microexons, the 3–21 nt, and 22–30 nt groups. GO analyses revealed that the top 5 enrichments were different between these two groups. The 3–21 nt group was enriched in the aspect of cell morphogenesis, including cell part morphogenesis, cell morphogenesis involved in neuron differentiation, plasma membrane bounded cell projection morphogenesis, and neuron projection development and morphogenesis (Supplementary Figure 3A). However, genes in the 22–30 nt group were mostly enriched in the aspect of neural signaling and morphogenesis, including synaptic signaling, neuromuscular junction development, neuromuscular synaptic transmission, and synaptic signaling, as well as genes in the actin filament-based process (Supplementary Figure 3B). This observation implies that splicing would be different for various lengths of microexons, and this might be due to delicate splicing regulation in different environments. This is also consistent with previous studies, showing that alternatively spliced microexons play a major role in the development of the nervous system (Tsyba et al., 2004, 2008; Zibetti et al., 2010; Ohnishi et al., 2014; Toffolo et al., 2014).

### Alternative Splicing of Microexons

We further found that most *Drosophila* microexons were in coding genes, while only 5.8% were in non-coding genes. 

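The positions of the 985 microexons in the paper's Supplementary Table 4 were placed within their listed genes with the Ensembl annotation of *Drosophila* melanogaster, in which 17684 of the 17825 genes of the count table have the same position and strand as in the authors' table. A microexon was assigned to the CDS where it lies between the start and the end of the coding range of a transcript of its gene, and otherwise to a UTR. By this rule 34 microexons (3.5%) lay in genes without a coding sequence, and 3 have no listed gene. In the coding genes, 597 microexons lay in the CDS (60.6% of all microexons), 333 in the 5′-UTR (33.8%) and 18 in the 3′-UTR (1.8%).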

Among the coding genes, 58.1 and 34.2% of the microexons were in the CDS and 5′-UTR regions, respectively; few were found in the 3′-UTR region (Figure 3B light blue). 

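Of the 513 microexons whose length is a multiple of 3 nt, 376 (73.3%) lay in the CDS range of their gene and 118 (23.0%) in the 5′-UTR. Among the 472 microexons of other lengths, 221 (46.8%) lay in the CDS range and 215 (45.6%) in the 5′-UTR. The odds of lying in the CDS were 3.11 times as high for the first group (two-sided Fisher's exact test, p = 2.03e-17). The multiples of 3 nt made up 60.8% of the microexons listed in FlyBase and 42.4% of the unlisted ones.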

Interestingly, microexons with the length of integer multiples of 3 nt (3n) exhibited significantly higher ratios (71.7%) in the CDS region (Figure 3B dark blue), suggesting that skipping or inclusion of most *Drosophila* microexons in CDS does not change much of their ORFs, but results in a difference in amino acids in a small number of proteins.

We then focused on the 411 exon-microexon-exon mode microexons, which have flanking exons on both sides (Supplementary Table 5). 

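The level of the host gene sets how many reads can show inclusion or skipping, so genes that host only AS microexons and genes that host only CS microexons were compared. The 217 AS genes had a median of 6.26 and the 98 CS genes a median of 5.04 in log2 CPM, averaged over the 18 libraries. This difference of 1.23 was larger than chance assignments of the genes give (two-sided permutation test with 100000 resamples, p = 0.00026), with the limit that genes are not independent replicates. It depended on how a gene's level was taken. When each gene was represented by its highest condition in place of the mean, the medians were 7.81 and 7.83 and the difference was -0.026 (permutation test, p = 0.986). Of the genes in the count table, 12 of 231 AS hosts and 5 of 112 CS hosts are wholly overlapped by other genes and have 0 counts. Without such genes, a setting chosen after the data were seen, 206 AS and 94 CS genes remained, with medians of 6.36 and 5.22 and a difference of 1.14 (permutation test, p = 1.00e-04).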

Among them, 68.9% (283) were alternatively spliced (AS) exons and 31.1% (128) were constitutive spliced (CS) exons. The ratio of AS in microexons is significantly higher than in the longer *Drosophila* exons, in which only 9.8% were alternatively spliced (Figure 3C). Analyses of the MAXENT scores, representing the strength of splice site signals, revealed that the strength of 5′SSs from AS microexons was at similar levels as their upstream 5′SSs, but the strength of 5′SSs from CS microexons was significantly higher than their upstream 5′SSs. A similar pattern was also found for the strength of 3′SSs (Supplementary Figure 4A). Consistent with this, consensus sequences of the upstream 5′SSs and downstream 3′SSs of CS microexons were less conserved than their counterparts of the AS microexons (Supplementary Figure 4B).

### Many AS Microexons Only Spliced in the Head

The alternative spliced 283 microexons were involved in 388 AS events (Supplementary Table 5). Percent-spliced-in (PSI) analysis revealed that AS events in the head from both females and males exhibited significantly higher average PSI values than in the bodies and gonads (Figure 3D), suggesting that a large portion of the AS microexons are actively spliced and included in transcripts in the *Drosophila* head. 

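The genes hosting the AS microexons were followed in the same libraries. For each library, the median log2 CPM of these host genes was taken relative to the median of all genes kept. In heads this value was 4.08 ± 0.09 (SD, n = 4 libraries of both sexes), in bodies 2.17 ± 0.23 and in gonads 2.28 ± 0.95. Every head library lay above every body and every gonad library. The differences of 1.91 between heads and bodies and of 1.80 between heads and gonads each gave p = 0.029 (two-sided exact permutation test), the smallest p that 4 libraries against 4 allow. With the replicate number as a block, where libraries are exchanged only within a number, each difference gave p = 0.056 (two-sided exact permutation test), the smallest p of the 36 arrangements. This block was added after the data were seen. Within females the ovary libraries, at 2.69 and 3.41, were closer to the heads than the testis libraries, at 1.36 and 1.64, were within males. The size of the differences depended on the sex and the setting. Between heads and gonads it was 2.61 in males alone and 1.00 in females alone, 2.09 without the centring on all genes, 2.104 with the mean of the host genes in place of their median, and 1.48 and 2.13 without replicate 1 and without replicate 2. Between heads and bodies it was 2.05 in males and 1.77 in females, 1.46 without the centring, 1.90 with the mean, and 1.70 and 2.12 without replicate 1 and without replicate 2. Because the 4 head libraries share a tissue but not a sex, these values describe heads of both sexes together.

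**Figure D1:**
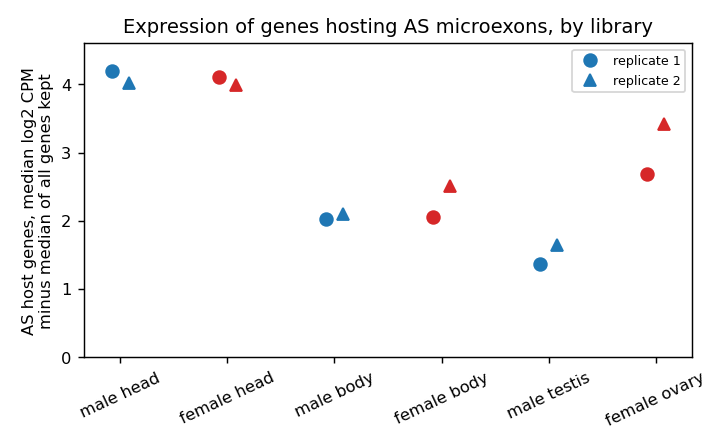
Median log2 CPM of the genes hosting AS microexons, relative to the median of all genes kept, in each of the 12 libraries of adult parts (circles, replicate 1; triangles, replicate 2; blue, male; red, female). The head libraries lie between 3.99 and 4.20, all body libraries at or under 2.52 and all gonad libraries at or under 3.41.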

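In the count table, 217 genes hosting AS microexons could be tested between the 3 parts of the adult. Their median log2 fold change was 1.43 in male heads over male bodies, 2.46 in male heads over testes, 0.87 in female heads over female bodies and 1.19 in female heads over ovaries. Between bodies and gonads it was 0.84 in males and 0.11 in females. In male heads 129 of these genes were called higher and 13 lower than in male bodies, and in females 103 were higher and 19 lower. Against the gonads, 164 were higher and 14 lower in male heads, and 120 higher and 25 lower in female heads. In male bodies over testes 93 were higher and 7 lower, or 58 and 17 with DESeq2's size factors, and in female bodies over ovaries 61 were higher. With the replicate block the numbers higher and lower were 132 and 15 in male heads over bodies, 103 and 20 in female heads over bodies, 165 and 14 in male heads over testes, 121 and 27 in female heads over ovaries, 98 and 9 in male bodies over testes and 61 and 1 in female bodies over ovaries. As a set, these genes did not pass limma's camera test, which allows for the correlation between genes. Its Benjamini-Hochberg adjusted p over the 6 comparisons was 0.151 for male heads over bodies, male heads over testes and female heads over bodies, 0.170 for female heads over ovaries, and 0.245 and 0.463 for the comparisons of bodies with gonads. With the replicate block the adjusted p was 0.261 in each of the 4 comparisons with heads, with medians of 1.43, 2.47, 0.90 and 1.23 in the order given above, and 0.333 and 0.479 between bodies and gonads. With DESeq2's size factors in place of TMM the adjusted p was 0.0392 in the first 3 comparisons and 0.0501 in female heads over ovaries, and with only genes of at least 10 counts in every library it was 0.0358 in all 4. Over host genes that overlap no other gene, a setting chosen after the data were seen, the median in female bodies over ovaries was -0.075. Among 10000 random gene lists of the same size matched on mean expression, the host genes' median lay above all lists in each of the 6 comparisons. Host genes are long and reads were counted over the whole span. Where span was matched as well, its bins were broad, so a remaining effect of length is left open. The lists matched on span as well had medians above 0 in the 4 comparisons with heads, of 0.87, 1.71, 0.33 and 0.32 in the order given above, so genes of like span and expression share the direction and part of the size. Against these lists the percentile was 99.55 in male bodies over testes and 100 in the other comparisons, which describes these libraries and is not a test across replicates.

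**Figure D2:**
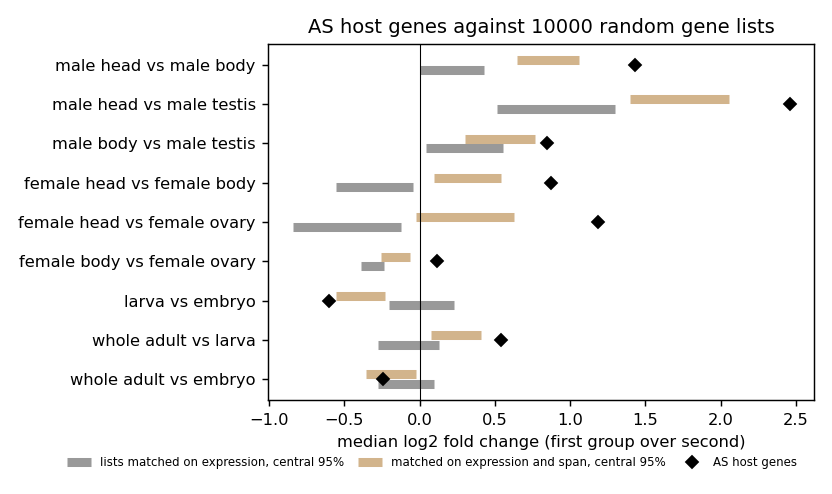
Median log2 fold change of the genes hosting AS microexons (black diamonds) in the comparisons of adult parts and of stages, on the horizontal axis, with the central 95% of 10000 random lists matched on expression (grey) or on expression and gene span (tan). In the 4 comparisons with heads the diamonds lie at 0.87 or higher, to the right of both bars.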

Comparison between the three parts of *Drosophila* using ΔPSI, an indicator for differential AS, also showed that the head was significantly different from the body and gonad in the splicing of microexons, while the difference between the bodies and gonads was much less (Supplementary Figure 4C). Interestingly, we found that 31 microexons were specifically spliced/included in the head and skipped in the bodies and gonads, while only four microexons were specific in the bodies and no microexons were specific in the gonads (Supplementary Table 6). These results strongly suggested that AS microexons have tissue specificities and splicing regulation of microexon is important for development and differentiation, especially in the head or the neuron systems. 

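The 31 head-specific microexons of the paper's Supplementary Table 6 lie in 30 genes. Of these, Ank2 and CG43732 are wholly overlapped by other genes and had 0 counts in all libraries. Each of the other 28 had reads in bodies, with at least 59 counts in every male body library and at least 44 in every female body library. Whether the lowest of these counts come from transcription in bodies or from reads carried over between libraries was not tested. In ovaries, CG4168 and Ekar had as few as 4 and 8 counts in a library. The median log2 fold change of the 28 genes was 1.79 in male heads over bodies, 2.86 in male heads over testes, 1.23 in female heads over bodies and 1.64 in female heads over ovaries. Camera's adjusted p over these 4 comparisons was 0.157, 0.157, 0.159 and 0.212, and with the replicate block 0.200 in the first 3 and 0.242 in the last. Without the filter on low counts it was 0.0375 in both male comparisons and 0.0437 in female heads over bodies, so the set passes 0.05 at that setting. Among random lists matched on expression the medians lay at or above the percentile 99.98, and with span matched as well at or above 98.51. By the mean of the changes in the 2 sexes, the genes with the largest rise from bodies to heads were CG42540, CG4168 and Ekar, and those with the smallest mean were ValRS, jub and GAPsec. CG42540 (FBgn0260657, chromosome 3L from 4556087 to 4592295) rose from 15.6 ± 2.34 CPM in male bodies to 833 ± 103 in male heads, a log2 fold change of 5.74 (standard error 0.57, adjusted p = 8.42e-05, 5.97e-06 with the block) from edgeR's quasi-likelihood test, and of 6.77 (standard error 0.60, adjusted p = 2.72e-05, 1.86e-06 with the block) in females. CG4168 and Ekar had log2 fold changes of 5.57 and 5.59 in males and of 6.91 and 6.80 in females. ValRS, jub and GAPsec were higher in heads than in bodies in males, by 0.49 (adjusted p = 0.252), 1.06 (adjusted p = 0.0278) and 0.75 (adjusted p = 0.0203), and lower in females, with log2 fold changes of -1.32 (adjusted p = 0.0119), -1.63 (adjusted p = 0.00429) and -1.18 (adjusted p = 0.00240). With the block these adjusted p-values were 0.0881, 0.00598 and 0.00936 in males and 0.00229, 9.19e-04 and 9.04e-04 in females. At another scaling the adjusted p rose above 0.05 in 2 cases, GAPsec in males with upper-quartile scaling (0.57, adjusted p = 0.0633) and ValRS in females with DESeq2's size factors (-0.93, adjusted p = 0.0519). With only genes of at least 10 counts in every library, a setting added for single genes after the data were seen, jub (0.79, adjusted p = 0.0745) and GAPsec (0.46, adjusted p = 0.0784) did not pass 0.05 in males. Of the 28 genes, 27 had a log2 fold change above 0 in male heads over bodies and 22 in female heads over bodies. The exception in males was Pect, a gene named after its values were seen, with 192 ± 35.4 CPM in heads and 306 ± 89.9 in bodies, and no gene was called lower in male heads. The body-specific microexons lie in 2 genes, up and Neto, both also read in heads, with at least 64766 counts of up and 2902 of Neto in every head library. From these microexons together with the PSI and ΔPSI of the 3 parts, the paper proposes that AS microexons have tissue specificities.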

We also performed similar splicing analyses between our *Drosophila* developmental stage samples, including the embryo, larva, and adults. However, the results showed much less difference between the developmental stages than between the tissues.

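Between the stages, 218 genes hosting AS microexons could be tested. Their median log2 fold change was -0.60 in larvae over embryos, 0.54 in whole adults over larvae and -0.24 in whole adults over embryos. Camera's adjusted p was 0.502 in all 3 comparisons. Among the random lists matched on expression these medians lay at the percentiles 0, 100 and 4.72, and with span matched as well at 0.62, 99.98 and 24.45. At the level of all genes the stages differed widely. In larvae over embryos 6286 genes were called, 3905 higher and 2381 lower. In whole adults over larvae there were 5045, of which 2851 were higher and 2194 lower, a split that DESeq2's size factors moved to 3239 and 1617. In whole adults over embryos 6014 genes were called, 3667 higher and 2347 lower. The replicate numbers of the stages did not pair the libraries, with correlations of same-numbered deviations of -0.047, 0.0078 and 0.12. With the number as a block the calls were 6167, 4851 and 5907, and camera's adjusted p was 0.556 throughout.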

To verify, we performed RT-PCR and analyzed splicing of differentially AS microexons between the heads and bodies, including the ME124 (12 nt in *CG6621*), ME940 (15 nt in *Dscam1*), ME335 (21 nt in *EMC1*), ME480 (24 nt in *slo*), ME672 (28 in *Camta*), and ME794 (30 nt in *metro*). The six tested microexons exhibited different AS splicing patterns between the two parts of *Drosophila*, in which more were spliced/included in the head samples (Figure 3E).

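All positions are those of dmel r6.15, p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each mean is of 2 libraries. Dscam1 (FBgn0033159, chromosome 2R from 7317924 to 7381899, 15.1% of its span overlapped by other genes) holds ME940 at 7322383 to 7322397. It stood at 176 ± 16.3 CPM in male heads and 29.7 ± 1.80 in male bodies, a log2 fold change of 2.57 (standard error 0.32, adjusted p = 2.35e-04, 4.16e-05 with the block). In females it stood at 157 ± 16.5 and 11.2 ± 1.70 CPM, a log2 fold change of 3.81 (standard error 0.33, adjusted p = 2.54e-05, 4.79e-06 with the block). slo (FBgn0003429, chromosome 3R from 24662491 to 24711595) holds ME480 at 24700706 to 24700729. It stood at 885 ± 189 CPM in male heads and 92.9 ± 10.3 in male bodies, a log2 fold change of 3.25 (standard error 0.50, adjusted p = 6.97e-04, 6.87e-05 with the block). In females it stood at 823 ± 108 and 45.0 ± 10.3 CPM, a log2 fold change of 4.19 (standard error 0.52, adjusted p = 1.72e-04, 1.78e-05 with the block). Camta (FBgn0259234, chromosome 2R from 9446046 to 9480076, ME672 at 9477219 to 9477246) and metro (FBgn0050021, chromosome 2R from 11226458 to 11232516, ME794 at 11229004 to 11229033) were also higher in heads. Camta rose by 2.05 in males (adjusted p = 5.40e-04, 2.39e-04 with the block) and by 1.92 in females (adjusted p = 6.25e-04, 3.94e-04 with the block), and metro by 2.26 (adjusted p = 3.51e-04, 1.57e-04 with the block) and 1.77 (adjusted p = 0.00102, 7.00e-04 with the block). EMC1 (FBgn0037530, chromosome 3R from 7903030 to 7907363) went the other way. It holds a 21-nt microexon at 7905691 to 7905711, which Supplementary Table 4 lists as ME355. Its level was 74.7 ± 3.76 CPM in male heads against 120.3 ± 18.9 in male bodies, a log2 fold change of -0.69 (standard error 0.20, adjusted p = 0.0181, 0.00691 with the block), and 71.1 ± 4.87 against 141 ± 4.57 CPM in females, a log2 fold change of -0.99 (standard error 0.21, adjusted p = 0.00347, 0.00104 with the block). CG6621 (FBgn0037855, chromosome 3R from 10889768 to 10893531), with ME124 at 10891000 to 10891011, lies wholly within the span of Leash and has 0 counts in all libraries, so its level was not detectable here. All 6 microexons lie within the coding range of their genes. With each replicate left out in turn, the 5 genes with counts kept the sign of their head-body differences in both sexes, and the smallest of these differences in size was -0.57, for EMC1 in males without replicate 2. Without the filter on low counts, a setting added for single genes after the data were seen, the difference of EMC1 in males did not pass 0.05 (-0.36, adjusted p = 0.268).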

### Sexually AS Microexons in *Drosophila*

We then analyzed differentially AS microexons in the three parts of *Drosophila* females and males. Unlike the above analyses, the female and male head samples showed few differentially AS microexons, while the sexually AS microexons mainly occurred in the bodies and gonads (Figure 4A). 

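At the level of whole genes, of the 12597 genes tested, 4 differed between female and male heads, while 302 had an unadjusted p under 0.05. These 302 are fewer than the share of 0.05 that chance alone gives. The test was thus conservative in heads, where all parts shared 1 estimate of the spread. With only the head libraries fitted, 558 of 10373 genes had an unadjusted p under 0.05 and 7 were called. The 3 genes higher in female heads were the yolk protein genes Yp1, Yp2 and Yp3, and the gene higher in male heads was roX1. Yp3 had the smallest adjusted p, with 6169 ± 2528 CPM in female and 51.9 ± 4.39 in male heads, a log2 fold change of 6.89 (standard error 0.52, adjusted p = 0.00458, 0.00568 with the block). The changes of Yp1 and Yp2 were 7.51 and 7.00, and that of roX1 -7.42 (adjusted p = 0.0127, 0.0129 with the block). roX2, the other RNA set as a check of the sex labels, had 2233 and 2502 counts in the male and 56 and 28 in the female head libraries, and its change of -5.91 (standard error 1.12, adjusted p = 0.409, 0.0129 with the block) was called with the block and by DESeq2's Wald test (adjusted p = 7.09e-05), but not in the other settings, so whether a difference of this size is called in heads depends on the test. In bodies roX2 was called with and without the block, at -6.12 (adjusted p = 0.00264, 9.65e-05 with the block). Between female and male bodies 6564 genes differed, 3070 higher in females and 3494 higher in males, and between ovaries and testes 9266, with 4527 and 4739. With the replicate block the numbers were 8 in heads, 6931 in bodies and 9383 in gonads. DESeq2's Wald test called 32 genes in heads, and the 4 genes named above were called in each of these settings. The split between the sexes depended on the scaling. With DESeq2's size factors, 1965 genes were higher in female and 4708 in male bodies, 2765 in ovaries and 5832 in testes, and 3 in each sex in heads. This scaling moved the median log2 fold change of all genes from -0.18 to -0.69 in bodies and from 0 to -0.95 in gonads. With upper-quartile scaling the split was 3395 and 5348 in gonads. The difference between the parts was tested directly. The sex difference in bodies differed from that in heads in 4386 genes (5539 with the block), and that in gonads from that in heads in 7632 genes (8188 with the block). The first of these splits into 2406 genes with a larger value in bodies and 1980 with a smaller one, or 1509 and 2863 with DESeq2's size factors. The second splits into 4089 and 3543, or 2444 and 4592 with DESeq2's size factors and 2982 and 4112 with upper-quartile scaling. From the differential AS in the same libraries (Figure 4A), the paper states that sexually AS microexons occur mainly in bodies and gonads.

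**Figure D3:**
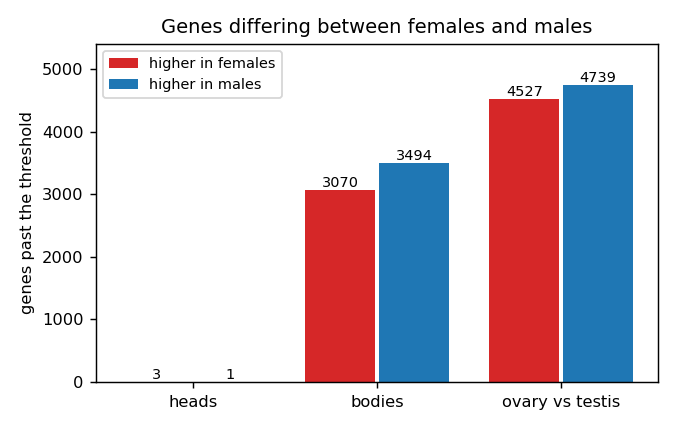
Number of genes with an adjusted p under 0.05 and at least a 2-fold difference between females and males (vertical axis) in heads, in bodies and between ovaries and testes, from edgeR's quasi-likelihood test with TMM scaling, with the count above each bar. Heads show 3 and 1 genes against 3070 and 3494 in bodies. With DESeq2's size factors, which are not drawn, the numbers are 1965 and 4708 in bodies and 2765 and 5832 in gonads.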

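Of the 61 genes with sexually AS microexons in the paper's Supplementary Table 7, 60 are in the count table and 58 could be tested, since 2 are wholly overlapped by other genes. In heads none of the 58 differed between the sexes, and 1 had an unadjusted p under 0.05. In bodies 21 differed (36.2%, against 52.2% of the other genes tested), and between ovaries and testes 41 did (70.7%, against 73.6%). The order of these shares depended on the setting. With only genes of at least 10 counts in every library, 29 of 55 differed in bodies (52.7%, against 45.1% of the other genes) and 35 in gonads (63.6%, against 59.9%), while in gonads 41 of 58 differed without the filter (70.7%, against 67.2%) and 40 with DESeq2's Wald test (69.0%, against 67.9%). The numbers of the 58 genes stayed the same with the p-values adjusted over the list alone, and were 0, 22 and 41 with the replicate block. In bodies 11 of the 21 genes were higher in females and 10 in males, and in gonads 24 and 17 of the 41. DESeq2's size factors moved these splits to 7 and 21 of 28 genes in bodies and to 15 and 24 of 39 in gonads, and upper-quartile scaling to 7 and 12 of 19 in bodies and to 19 and 21 of 40 in gonads. The median size of the sex difference was 0.14 in heads, 0.80 in bodies and 1.75 in gonads on the log2 scale, and 0.17, 1.30 and 2.47 for the other genes, while with at least 10 counts in every library it was 1.02 against 0.95 in bodies and 1.36 against 1.35 in gonads.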

GO analyses showed that 61 genes containing the sexually AS microexons are mainly involved in the sensory system morphogenesis, cell structure organization, and the development of muscle cells, ovarian follicle cells, and epithelial cells (Supplementary Figure 5 and Supplementary Table 7).

**FIGURE 4:**
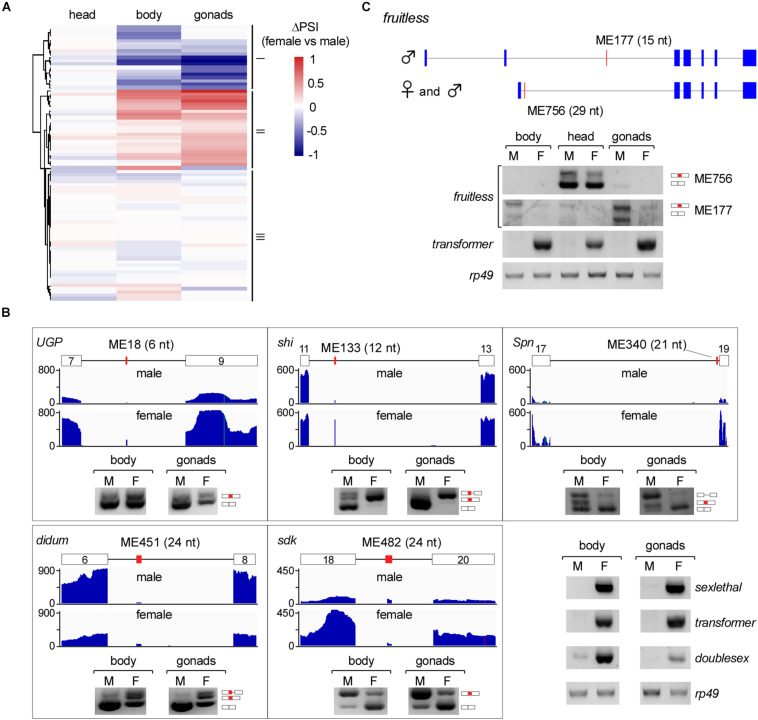
Sex-specific AS of *Drosophila* microexons. **(A)** Comparison of differential AS between samples from two *Drosophila* genders. **(B)** Validation of sexually AS microexons. Each microexon was validated by amplification of cDNA using two primers located in its flanking exons. Lengths, belonging genes, and names of microexons are indicated. Blank boxes: flanking exons, orange boxes: microexons. Primers information is listed in Supplementary Table 1. **(C)** Two microexons in *fruitless* are alternatively spliced.

To verify this, we tested five genes that contain sexually AS microexons, including the ME18 (6 nt in *UGP*), ME133 (12 nt in *shi*), ME340 (21 nt in *Spn*), ME451 (24 nt in *didum*), and ME482 (24 nt in *sdk*). 

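The 5 host genes were tested between female and male bodies and between ovaries and testes, with log2 fold changes given as female over male. UGP (FBgn0035978, chromosome 3L from 9350867 to 9358935, with 25.4% of its span overlapped by other genes) holds ME18 at 9353513 to 9353518. It stood at 143 ± 2.40 CPM in female and 207 ± 73.0 in male bodies, a log2 fold change of -0.54 (standard error 0.31, adjusted p = 0.159, 0.0785 with the block), and at 99.8 ± 3.13 CPM in ovaries and 26.5 ± 6.75 in testes, a log2 fold change of 1.91 (standard error 0.32, adjusted p = 5.69e-04, 5.96e-05 with the block). For shi (FBgn0003392, chromosome X from 15892116 to 15906716), which holds ME133 at 15899444 to 15899455, the change was -0.092 (standard error 0.20, adjusted p = 0.713, 0.665 with the block) in bodies and -0.33 (standard error 0.20, adjusted p = 0.168, 0.122 with the block) in gonads. Spn (FBgn0010905, chromosome 3L from 2505245 to 2554292) holds ME340 at 2514310 to 2514330 and was higher in females, by 1.17 (standard error 0.33, adjusted p = 0.0134, 0.00235 with the block) in bodies and by 2.46 (standard error 0.34, adjusted p = 2.12e-04, 2.39e-05 with the block) in gonads. didum (FBgn0261397, chromosome 2R from 7500147 to 7508625) holds ME451 at 7503172 to 7503195 and was lower in females, with changes of -1.0 (standard error 0.34, adjusted p = 0.0333, 0.0247 with the block) in bodies and -1.68 (standard error 0.35, adjusted p = 0.00199, 0.00107 with the block) in gonads. Its change in bodies lay between -0.43 and -1.54 with each replicate left out. In the same fits the change of UGP in bodies lay between -0.14 and -0.84, and that of shi in gonads between -0.19 and -0.46. In sdk (FBgn0021764, chromosome X from 686834 to 749496), with ME482 at 746280 to 746303, the change was 1.89 (standard error 0.30, adjusted p = 0.00110, 5.19e-04 with the block) in bodies and 2.26 (standard error 0.31, adjusted p = 1.92e-04, 1.08e-04 with the block) in gonads. Under another scaling, 3 genes changed their side of an adjusted p of 0.05 in bodies. With DESeq2's size factors UGP (-1.04, adjusted p = 0.0173) and shi (-0.60, adjusted p = 0.0355) passed an adjusted p of 0.05, and Spn (0.68, adjusted p = 0.108) did not. In gonads shi passed it too (-1.31, adjusted p = 5.78e-04), also with upper-quartile scaling (-0.95, adjusted p = 0.00302). When only the libraries of the 2 body groups were fitted, didum did not (-0.99, adjusted p = 0.0932). The filter on low counts also moved genes across 0.05, in settings added for single genes after the data were seen. The TMM factors were computed anew under each filter, so these settings also changed the scaling. With at least 10 counts in every library the 5 genes shifted alike in gonads, such as UGP from 1.91 to 0.68 and sdk from 2.26 to 1.03. None of the 5 had fewer than 1011 counts in a library of adult parts, so low counts of these genes do not account for the moves. Without the filter didum did not pass in bodies (-0.85, adjusted p = 0.0749) and the change of shi there was 0.078 (adjusted p = 0.8291). With only genes of at least 10 counts in every library, Spn in bodies (0.60, adjusted p = 0.146) and UGP in gonads (0.68, adjusted p = 0.0637) did not pass, while in bodies UGP (-1.12, adjusted p = 0.0102) and shi (-0.69, adjusted p = 0.0329) and in gonads shi (-1.56, adjusted p = 3.17e-04) did. All 5 microexons lie within the coding range of their genes.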

Confirmed by RT-PCR, more ME18, ME133 and ME451 were spliced/included in transcripts in females than in males, and more ME340 and ME482 were spliced/included in males than in females (Figure 4B).

### The *fruitless* Gene Has Two AS Microexons

Among the genes in the sex determination pathway and sexual development, one of them, the *fruitless*, has two microexons, ME756 and ME177. 

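fruitless (fru) lies on FBgn0004652, chromosome 3R from 18414273 to 18545586 on the minus strand of dmel r6.15, and no other gene overlaps it. ME177, of 15 nt, lies at 18463267 to 18463281 and reads CCTACAAATAAGCAG, and ME756, of 29 nt, lies at 18506329 to 18506357 and reads TCTTCAAAAAAGCAATTACCCATTCATAC. Both lie within the coding range of the gene, and FlyBase lists the first. Sxl, tra and dsx, which also belong to the sex determination pathway, were tested in the same libraries. Sxl was higher in females by 1.68 in bodies (adjusted p = 0.00574, 3.75e-04 with the block) and 3.48 in gonads (adjusted p = 1.01e-04, 6.15e-06 with the block), and tra by 1.52 (adjusted p = 0.00344, 0.00160 with the block) and 1.87 (adjusted p = 6.77e-04, 2.73e-04 with the block). dsx was lower in females, with -1.30 in bodies (adjusted p = 0.00904, 0.00683 with the block) and -1.42 in gonads (adjusted p = 0.00387, 0.00337 with the block). In heads the changes were 0.29, 0.43 and -0.34, each with an adjusted p of 1, with and without the block. The change of dsx in gonads lay between -0.77 and -2.18 with each replicate left out, so its size depended on the replicate. RpL32 (rp49), for which Supplementary Table 1 lists primers, was higher in females by 1.43 in bodies (adjusted p = 0.00745, 0.00451 with the block) and 3.21 in gonads (adjusted p = 8.50e-05, 3.92e-05 with the block). With only genes of at least 10 counts in every library, a setting added for single genes after the data were seen, RpL32 in bodies (0.85, adjusted p = 0.0584) and tra in gonads (0.64, adjusted p = 0.0513) did not pass 0.05.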

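At the gene level, fru was higher in heads than in bodies in both sexes. In males it stood at 207 ± 24.3 CPM in heads and 48.9 ± 3.36 in bodies (SD, n = 2 libraries), a log2 fold change of 2.08 (standard error 0.22, adjusted p = 1.14e-04, 4.66e-05 with the block) from edgeR's quasi-likelihood test. In females it stood at 327 ± 20.9 and 31.0 ± 5.47 CPM, a log2 fold change of 3.40 (standard error 0.23, adjusted p = 8.80e-06, 3.31e-06 with the block). With each replicate left out in turn, these changes lay between 1.88 and 2.27 in males and between 3.16 and 3.65 in females. Bodies still had at least 1416 counts of fru per library, far above the floor of 3 counts.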

ME756 (29 nt) is a novel head-specific microexon. Transcripts containing this microexon resulted in a premature termination codon and would decrease the protein level of Fruitless in the head. 

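Between the sexes, fru was higher in male bodies and in testes and, by its mean, lower in male heads. The log2 fold change of females over males was -0.66 (standard error 0.21, adjusted p = 0.0265, 0.0182 with the block) in bodies and -1.47 (standard error 0.22, adjusted p = 3.17e-04, 1.51e-04 with the block) in gonads, where testes had 55.0 ± 2.85 CPM and ovaries 19.9 ± 2.53. In heads it was 0.66 (standard error 0.21, adjusted p = 1, 0.882 with the block), which did not pass in the test across all genes. The size and standard error match those in bodies, and the adjusted p also depends on the other genes of a comparison. Of all genes, 4 were called in heads and 6564 in bodies. Both female head libraries, at 342 and 312 CPM, lay above both male ones, at 224 and 189 CPM. The size of the difference in bodies depended on the setting. It was -1.16 (adjusted p = 0.00219) with DESeq2's size factors, -0.90 (adjusted p = 0.00796) with upper-quartile scaling and -1.24 (adjusted p = 9.66e-04) with only genes of at least 10 counts in every library. It did not pass an adjusted p of 0.05 without the filter on low counts (-0.49, adjusted p = 0.0981) or when only the 4 body libraries were fitted (-0.63, adjusted p = 0.143). Both settings of the filter were added for single genes after the data were seen.

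**Figure D4:**
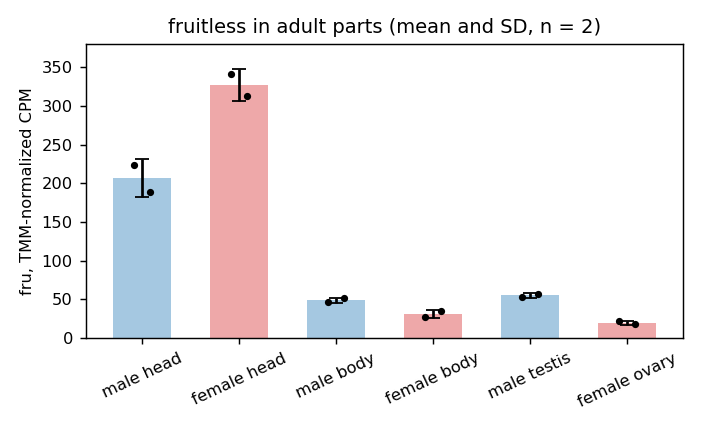
TMM-normalized CPM of fru (vertical axis) in the adult parts of males (blue) and females (red), with bars for the mean of 2 libraries, error bars for the SD and points for the single libraries. Heads stand at 207 and 327 CPM, bodies and gonads at 55.0 CPM or lower.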

ME177 was previously annotated in the Flybase, here we found that it was specifically spliced in the male samples, especially in testis (Figure 4C).

## Discussion

Microexons are unique in both identification and function because of their short lengths. In this study, combined with deep sequencing of multiple *Drosophila* RNA samples and a new tool that recovers unmapped reads, we found hundreds of new microexons from the fruit fly transcriptomes and analyzed their differential AS between tissues and genders. These results demonstrate that more microexons could be identified through broader investigation of developmental and tissue/cell-specific transcriptomes, as well as the optimized and developed bioinformatic tools.

Most AS of microexons in previous studies were analyzed in the neural systems of mammals and fruit flies. In this study, we provide additional evidence that the AS of microexons are common in the *Drosophila* developmental stages, tissues, and gonads. These results imply that splicing regulation of microexons would be critical for the development of organs in *Drosophila*.

Lengths of exons and introns vary greatly in most species. The mode lengths of exons are 96 and 135 nt in humans and *Drosophila*, respectively (Supplementary Figure 6). Splicing of long-intron-flanking exons is usually considered in a mode of exon-definition in mammals, which defines exons by recognition of exonic splicing enhancers (ESE) as well as sequences of splice sites (Berget, 1995; De Conti et al., 2013). However, due to the short length, it has been speculated that the definition of microexons was also facilitated by sequences in the flanking introns (Scheckel and Darnell, 2015). Our identification of AS microexons in *Drosophila*, especially those 3–7 nts, would be useful to address such mechanisms in the future.

Another issue with microexons is their conservation across species. We performed evolutionary analyses of the *fruitless* ortholog genes and found that the sequence of the ME756 in *Drosophila* is highly conserved from zebrafish to human (Supplementary Figure 7). All of the sequences are located in the middle region for coding a BTB domain in the protein orthologs, suggesting an important function of this microexon in the fruit fly.

## Data Availability Statement

Next-generation sequencing has been submitted to the Gene Expression Omnibus (accession number GSE163147). All other data will be made available on request.

## Author Contributions

T-LP and Y-ZX designed the methodology. T-LP and ZD performed the bioinformatic analyses with help from S-BL. YZ, BZ, and LL carried out the investigation. T-LP and ZD performed the visualization. T-LP and Y-ZX wrote the original draft. Y-JF and Y-ZX acquired the funding and supervised the study. All authors contributed to the review and editing.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Comprehensive Identification and Alternative Splicing of Microexons in Drosophila
**Source:** Front Genet. 2021 Mar 30;12:642602. doi: 10.3389/fgene.2021.642602
**Supplement:** Supplementary Figure 1 — TopHat mapping, identification, and filtering of microexons.

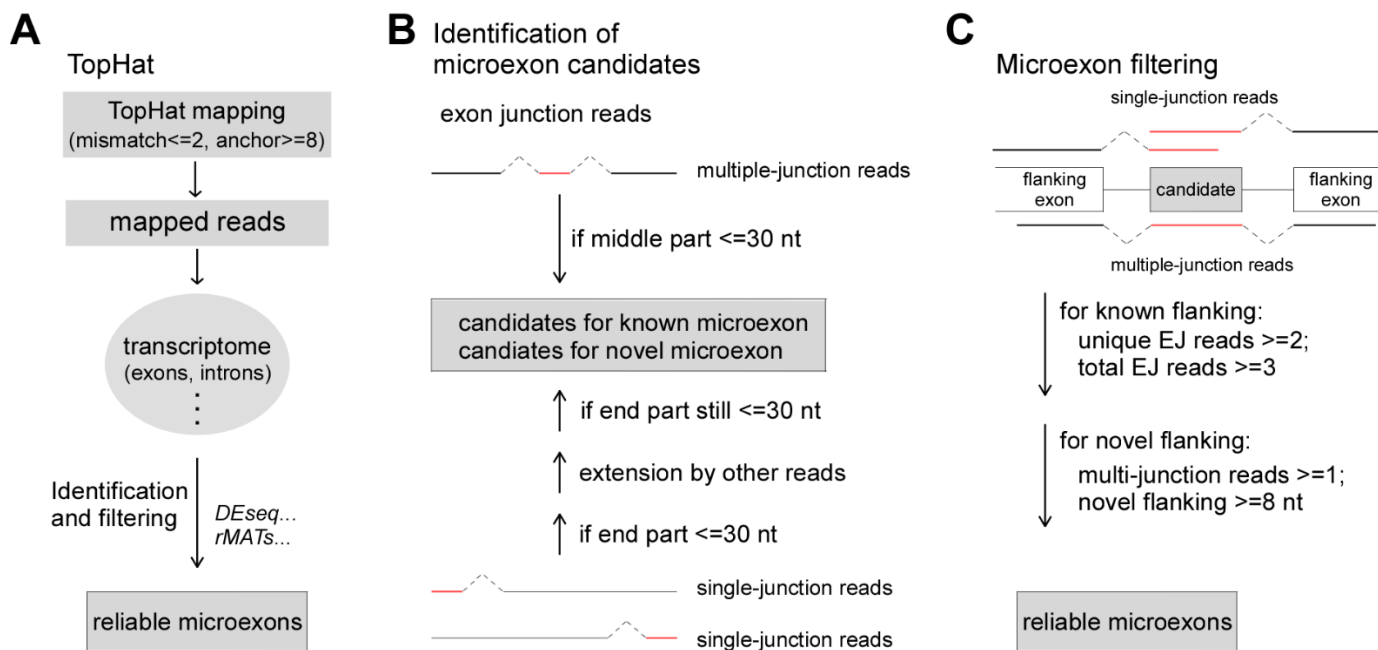

**Figure S1. TopHat mapping, identification and filtering of microexons.**

(A) The flow chart of TopHat mapping. The mapped reads generated by TopHat enrich the information of *Drosophila* transcriptome and is conducive to the downstream analysis. (B) The identification process of microexons in *Drosophila* transcriptome. (C) The filtering process to obtain highly reliable microexons.

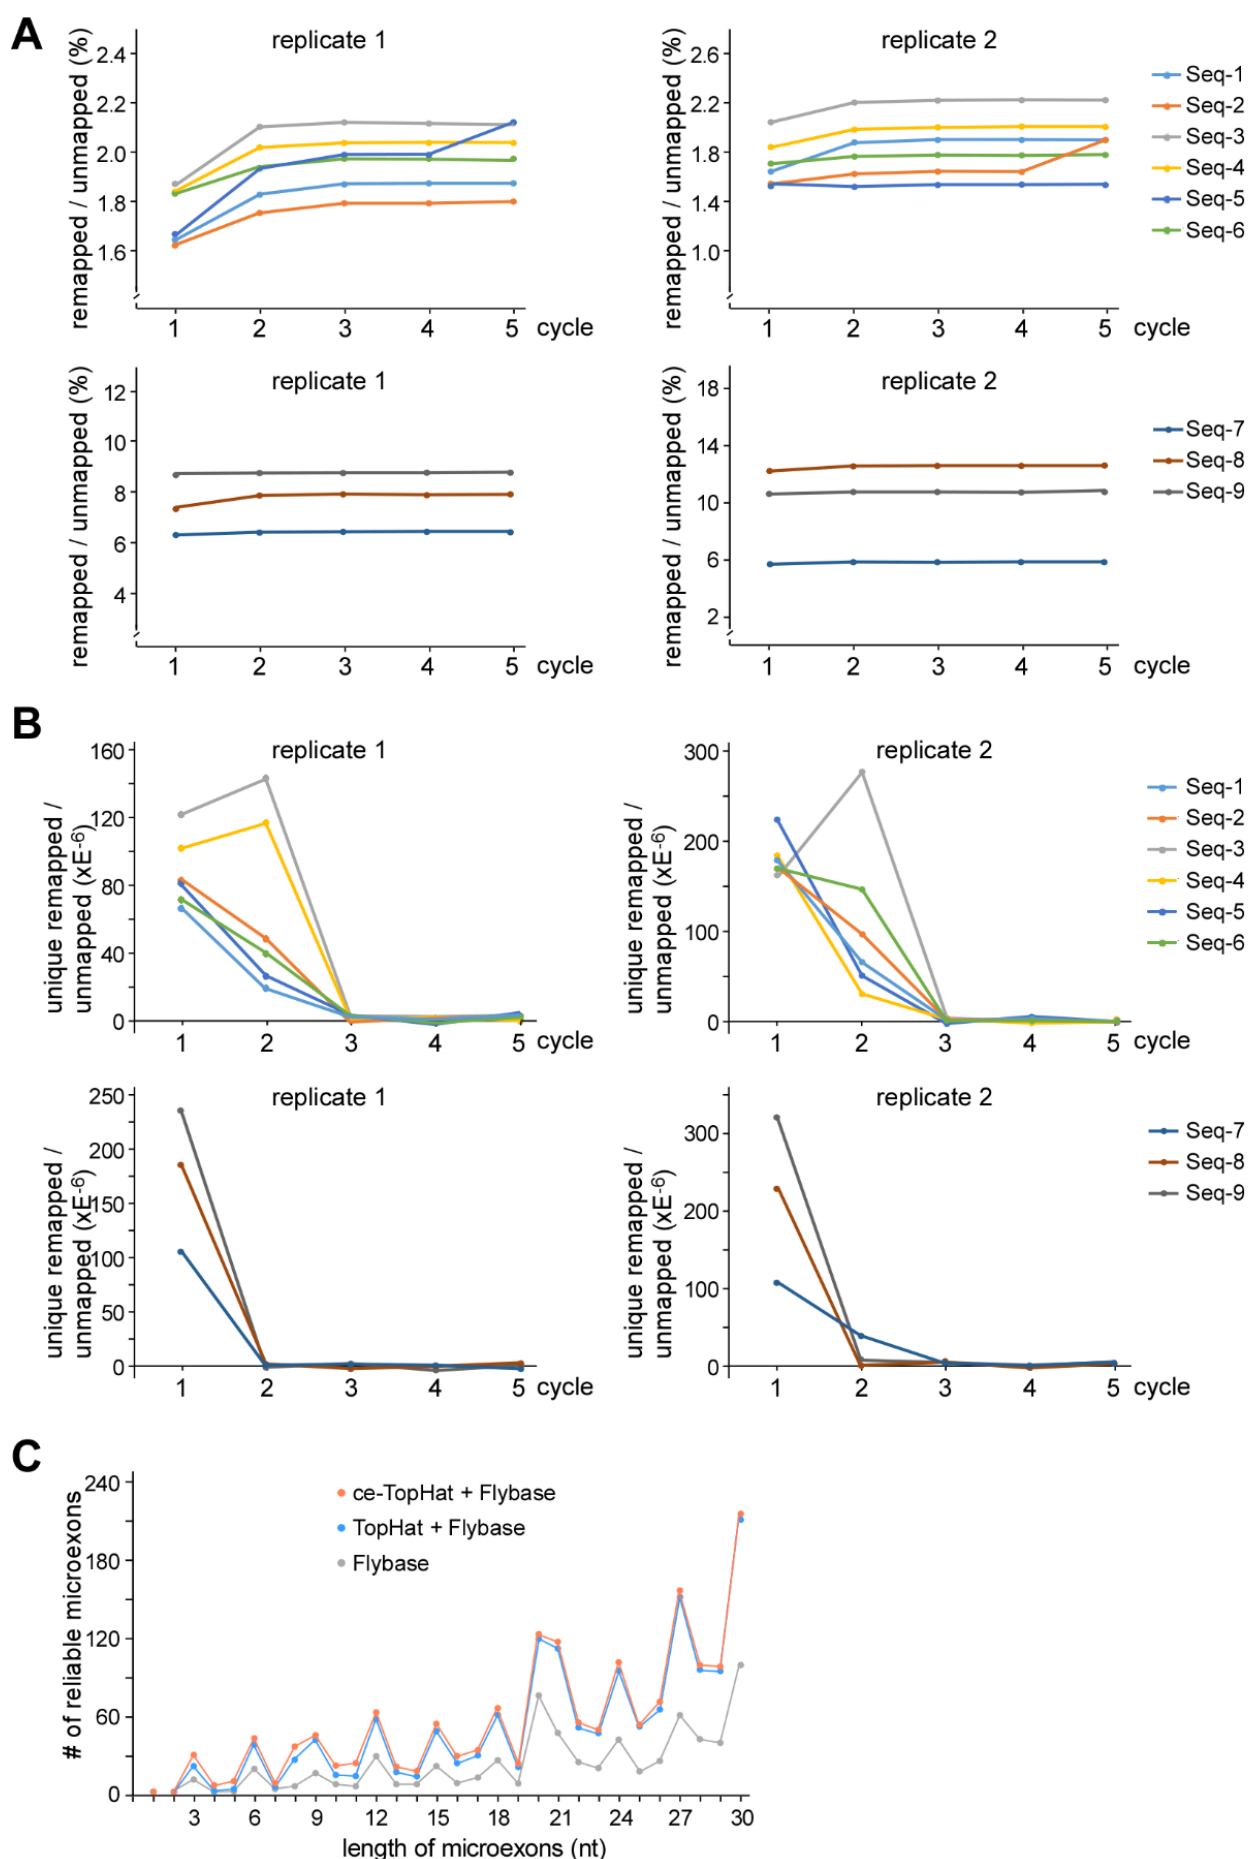

**Figure S2. Remapping of the TopHat-unmapped reads by ce-TopHat.**

(A) Ratio of the recovered reads during the cycles of ce-TopHat. (B) Ratio of uniquely remapped reads during the cycles of ce-TopHat. Applied sequencing samples and replicates are indicated, and their details are listed in Table S3. (C) The length distribution of microexons in *Drosophila*. Flybase listed, TopHat and ce-TopHat identified are compared.

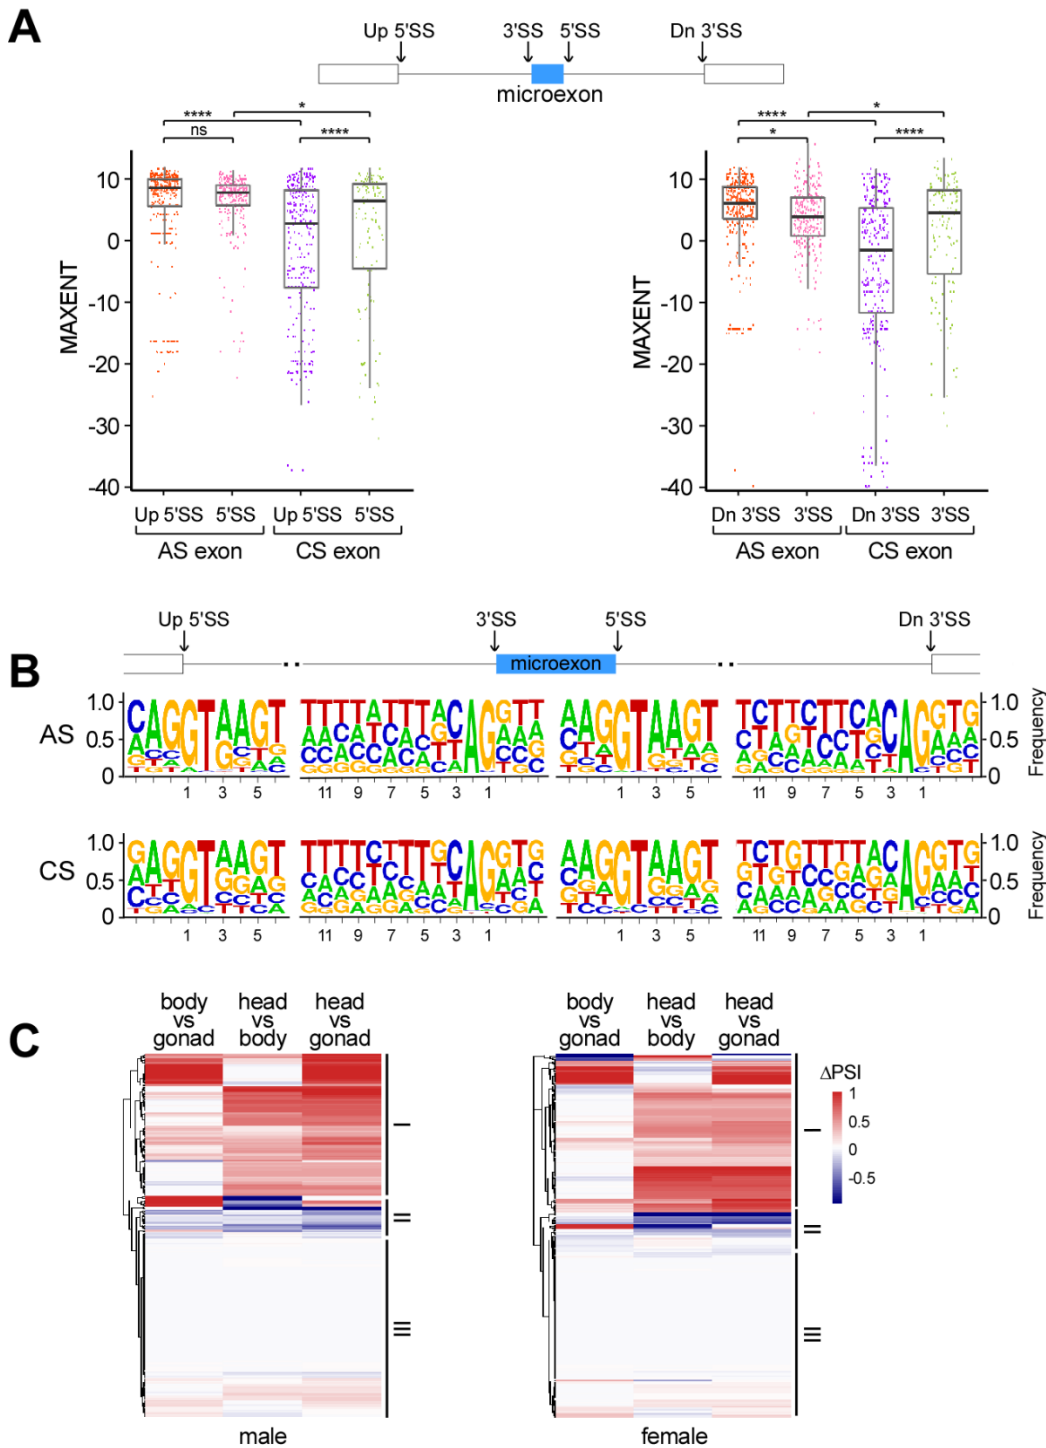

**Figure S4. Analyses of alternatively spliced microexons in *Drosophila*.**

(A) Flanking exons of AS microexons have stronger splice sites than those of CS microexons. Strength of the splice sites were calculated by online MaxEntScan. ns:  $P > 0.05$ ; \*:  $0.01 < P < 0.05$ ; \*\*:  $0.001 < P < 0.01$ ; \*\*\*:  $0.0001 < P < 0.001$ ; \*\*\*\*:  $P < 0.0001$ .

(B) Consensus sequences of splice sites are more conserved in the AS microexons than in their flanking exons. Consensus sequences were obtained using Weblogo.

(C) Comparison of differentially AS microexons between *Drosophila* part/tissues.

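The number of genes that differ between the parts gives the setting of these splicing comparisons. In males 6497 of 12597 genes differed between heads and bodies, 2639 higher and 3858 lower in heads, and 8663 between heads and testes, 4663 higher and 4000 lower. Male bodies and testes differed in 3385 genes, 3021 higher and 364 lower in bodies. In females 5644 genes differed between heads and bodies, 2416 higher and 3228 lower, 7061 between heads and ovaries, 3453 higher and 3608 lower, and 2486 between bodies and ovaries, 2470 higher and 16 lower. With the replicate block the numbers were 6806, 8854 and 4124 in males and 5972, 7612 and 2644 in females. With only genes of at least 10 counts in every library they were 3187, 4859 and 3205 in males and 3839, 4904 and 1381 in females, and with only the groups compared in the fit 6642, 8497 and 5709 in males and 5340, 6376 and 1341 in females. The number between bodies and gonads was the smallest of the 3 in females in these settings, and in males in all of them but that with at least 10 counts in every library. Bodies included the abdomen, and gonads within them may make this number smaller, which was not tested here. With at least 10 counts in every library, 1530 genes were higher and 1675 lower in male bodies against testes. Another scaling moved the split between higher and lower genes in some comparisons. In female heads against ovaries it reversed the majority, to 3769 higher and 2979 lower with DESeq2's size factors. Upper-quartile scaling gave 3677 and 3117 there. DESeq2's size factors gave 3505 higher and 4873 lower genes in male heads against testes, 2260 and 2095 in male bodies against testes, and 2988 and 2447 in female heads against bodies, while upper-quartile scaling gave 2646 and 811 in male bodies against testes.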

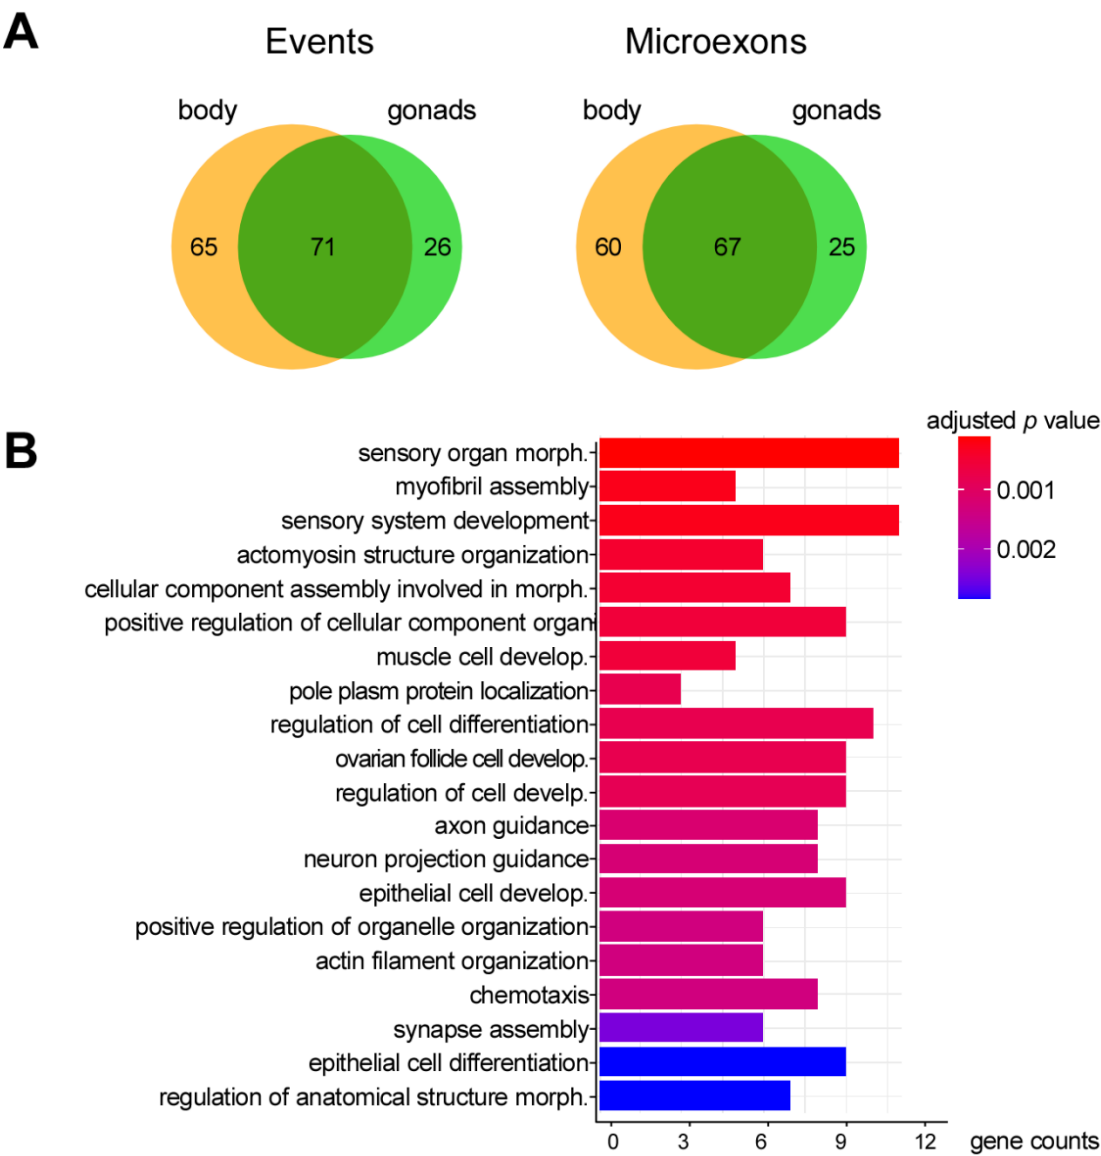

**Figure S5. Distribution and GO analysis of sexually AS microexons.**

(A) Distribution of significant sexually AS microexons between the bodies and gonads.  

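The bodies were the abdomen and thorax, and genes with higher levels in gonads than in heads were followed in them. The 2362 genes called at least 32-fold higher in testes than in male heads were higher in male bodies than in male heads by a median log2 fold change of 7.75, and 99.96% of them by more than 2-fold, against 19.5% of the other genes. For the 398 genes called at least 32-fold higher in ovaries than in female heads the median in female bodies was 6.24, and 99.5% were higher by more than 2-fold, against 32.7% of the other genes. With a minimum of 8-fold the medians were 7.27 and 3.62, and with the replicate block, added after the data were seen, they were 7.84 over 2367 genes and 6.21 over 405. The genes were selected for low levels in the same head libraries that the bodies are compared with, so a high value is partly fixed by the selection. In 2 further comparisons, chosen after the data were seen, these libraries were kept apart. With genes selected in the libraries of one replicate number, without an adjusted p, and followed in those of the other, the median was 7.35 in replicate 1 and 8.32 in replicate 2 in males, and 5.14 and 5.17 in females, where 90.1% and 71.9% of the genes were higher by more than 2-fold. Between the bodies of the 2 sexes, which the selection does not use, 2139 of the 2362 genes were higher and 23 lower in males (median 6.73), and 282 of the 398 were higher and 58 lower in females (median 3.62). Neither comparison separates gonads from other tissues of the body. The sex difference in bodies and that between ovaries and testes were correlated across the 12597 genes tested (Pearson's r = 0.89, Spearman's rho = 0.91), and for bodies and heads the values were near 0 (r = -0.096, rho = -0.093). With the block they were r = 0.89 and rho = 0.91 for bodies and gonads and r = -0.079 and rho = -0.060 for bodies and heads. These correlations are across genes, which are not independent replicates, and carry no p-value. Across the 71 sexually AS events of the paper's Supplementary Table 7, 56 have a ΔPSI of the same sign in bodies and gonads.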

(B) GO analyses of significantly AS microexon-containing genes between the bodies and gonads from the females and males.

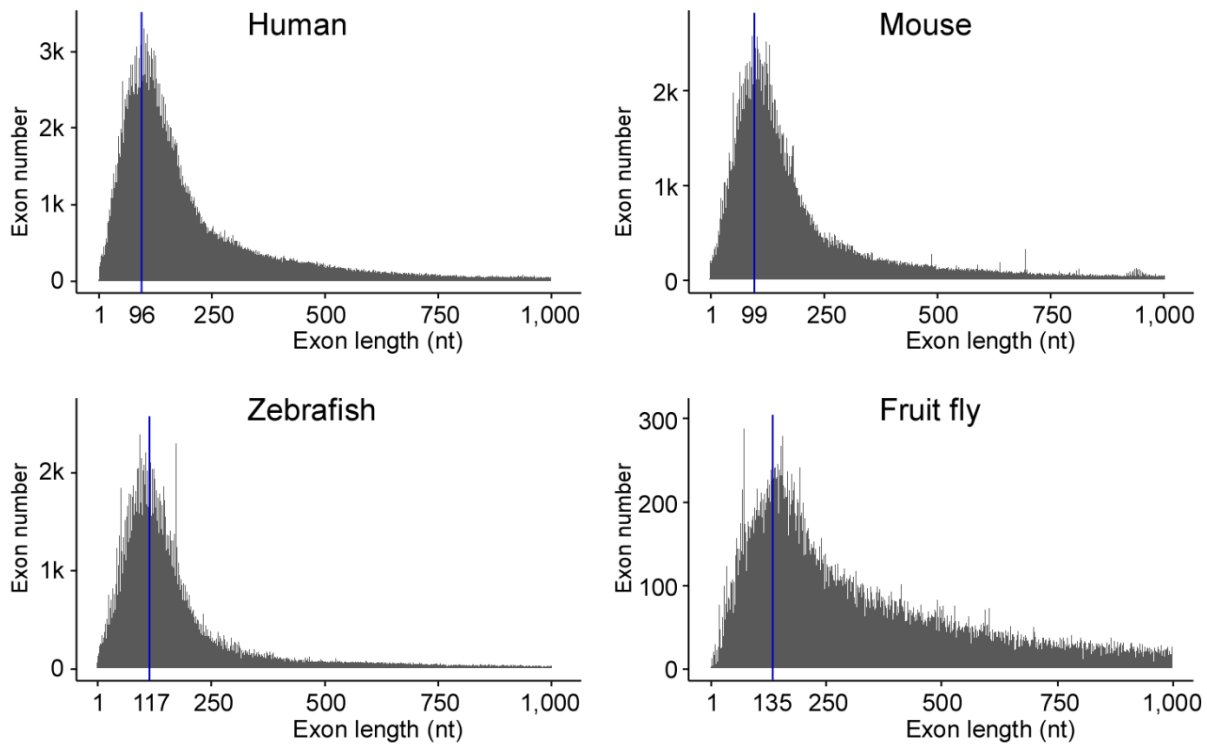

**Figure S6. Length distribution of exons in human, mouse, zebrafish and fruit fly.** The blue lines indicate the mode numbers of exon lengths.

|                        |           |                                                                                                                      |     |
|------------------------|-----------|----------------------------------------------------------------------------------------------------------------------|-----|
|                        | ME756     | .....TCTTCAAAAAAGCAATTACCCATTTCATAC.....                                                                             | 29  |
|                        | ZBTB1     | ...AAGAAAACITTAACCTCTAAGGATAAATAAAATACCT...TCTCAAAATAAACCCACTGCTTCTTTATAC...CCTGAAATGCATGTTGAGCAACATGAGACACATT.....  | 100 |
| <i>H. sapiens</i>      | ZBTB24    | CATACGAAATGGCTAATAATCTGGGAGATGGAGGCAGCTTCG...TTCTCCCTGAAATAGTTGTGCAACCATAG.....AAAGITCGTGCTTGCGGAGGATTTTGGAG....     | 100 |
|                        | ZBTB39    | ..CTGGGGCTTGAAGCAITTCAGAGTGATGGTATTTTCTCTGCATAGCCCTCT...TTTGACCGGATGTGTTTGGCCATCCATCT.....TTTCTCTTGTCTATCCAC.....    | 100 |
|                        | ZBTB45    | ...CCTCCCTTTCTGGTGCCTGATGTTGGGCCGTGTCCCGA...TTACTCCATGGGCAGCTATCCAGTCACAG.....ACCCCTGCTCAATCCACACTTCCCTCTCTG...      | 100 |
| <i>M. musculus</i>     | Hic1      | ..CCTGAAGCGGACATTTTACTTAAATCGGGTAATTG...TCTCCGAAAGGGTCATTTCCGCCATAACA...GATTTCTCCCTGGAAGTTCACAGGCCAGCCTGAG..         | 100 |
|                        | Hic2      | .....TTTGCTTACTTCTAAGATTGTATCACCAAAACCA...GATTAAAAAATAATTTATTTATTTATTT.....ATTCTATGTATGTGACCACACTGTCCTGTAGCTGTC      | 100 |
| <i>R. norvegicus</i>   | Zbtb39    | .....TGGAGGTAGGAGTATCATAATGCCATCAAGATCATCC...TTAGTAACAGAGCAATTTCAAAGTCAGCC...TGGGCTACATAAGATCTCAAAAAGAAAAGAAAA....   | 100 |
|                        | Zbtb20    | .....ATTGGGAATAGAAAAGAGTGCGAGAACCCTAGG...TGTTCACAGAGCAGTTAACCACCAAAC...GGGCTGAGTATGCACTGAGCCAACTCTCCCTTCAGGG         | 100 |
| <i>X. tropicalis</i>   | Zbtb34    | .....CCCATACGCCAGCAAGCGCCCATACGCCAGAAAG...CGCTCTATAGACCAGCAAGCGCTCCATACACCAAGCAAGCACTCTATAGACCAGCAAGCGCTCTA.....     | 100 |
|                        | Zbtb43    | .....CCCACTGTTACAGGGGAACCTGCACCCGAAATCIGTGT...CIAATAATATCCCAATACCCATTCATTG...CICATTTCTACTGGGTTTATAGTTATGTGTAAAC..... | 100 |
| <i>D. rerio</i>        | bcl6ab    | .....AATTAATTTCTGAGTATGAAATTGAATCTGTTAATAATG...TTTTCAATGATTTATTTAATTTCAATTTAT...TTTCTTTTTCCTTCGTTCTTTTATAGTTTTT..... | 100 |
|                        | hic2      | .....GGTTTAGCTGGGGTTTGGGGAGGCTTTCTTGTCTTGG...TTTTCAAGAAACACTGATTCCTCCAGCG...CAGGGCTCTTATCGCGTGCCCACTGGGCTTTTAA.....  | 100 |
| <i>D. melanogaster</i> | fruitless | ...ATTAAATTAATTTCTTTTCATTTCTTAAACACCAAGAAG...TCTTCAAAAAAGCAATTACCCATTTCATAC...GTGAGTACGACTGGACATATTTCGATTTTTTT.....  | 100 |
|                        | Consensus | tt a gg c ttttcaaaaaagca tta ccatttcatac ttc t g t ca t                                                              |     |

**Figure S7. The evolutionary analysis of BTB domain-containing orthologs of the *Drosophila fruitless* gene.**

Evolutionary analysis of these orthologs indicates that the sequence of ME756 is highly conserved from zebrafish to human.

# Supplementary material for: Comprehensive Identification and Alternative Splicing of Microexons in Drosophila
**Source:** Front Genet. 2021 Mar 30;12:642602. doi: 10.3389/fgene.2021.642602
**Supplement:** Supplementary Table 2 — Analyses of RNA-seq reads from fruit fly samples.

**Pang _Table S2**

**Table S2. Analyses of RNA-seq reads from fruit fly samples**

| **Samples** | | **total reads** | **mapped reads** | **unmapped reads** | **Mapping ratio (%)** |
| --- | --- | --- | --- | --- | --- |
| embryo_1 | | 117,241,824 | 95,687,370 | 21,554,454 | 81.62 |
| embryo_2 | | 118,253,304 | 97,571,290 | 20,682,014 | 82.51 |
| larva_1 | | 67,487,514 | 60,711,727 | 6,775,787 | 89.96 |
| larva_2 | | 60,587,504 | 55,530,550 | 5,056,954 | 91.65 |
| adults | whole_adult_1 | 65,704,710 | 59,346,697 | 6,358,013 | 90.32 |
|  | whole_adult_2 | 60,478,566 | 55,800,584 | 4,677,982 | 92.27 |
|  | male_body_1 | 72,797,480 | 60,974,378 | 11,823,102 | 83.76 |
|  | male_body_2 | 61,983,426 | 51,944,251 | 10,039,175 | 83.80 |
|  | female_body_1 | 66,701,862 | 56,576,171 | 10,125,691 | 84.82 |
|  | female_body_2 | 74,151,982 | 62,744,481 | 11,407,501 | 84.62 |
|  | male_head_1 | 79,911,520 | 67,234,852 | 12,676,668 | 84.14 |
|  | male_head_2 | 53,995,634 | 44,282,059 | 9,713,575 | 82.01 |
|  | female_head_1 | 76,229,004 | 64,201,787 | 12,027,217 | 84.22 |
|  | female_head_2 | 71,752,986 | 59,897,675 | 11,855,311 | 83.48 |
|  | male_testis_1 | 69,695,962 | 57,748,828 | 11,947,134 | 82.86 |
|  | male_testis_2 | 60,619,146 | 49,902,835 | 10,716,311 | 82.32 |
|  | female_ovary_1 | 80,535,010 | 69,011,612 | 11,523,398 | 85.69 |
|  | female_ovary_2 | 66,575,160 | 57,161,026 | 9,414,134 | 85.86 |

# Supplementary material for: Comprehensive Identification and Alternative Splicing of Microexons in Drosophila
**Source:** Front Genet. 2021 Mar 30;12:642602. doi: 10.3389/fgene.2021.642602
**Supplement:** Supplementary Table 3 — Remapping of unmapped-reads by ce-TopHat.

**Pang _Table S3**

**Table S3. Remapping of unmapped-reads by ce-TopHat**

| **samples** | | **TopHat** | **ce-TopHat** | | | | | | **Notes** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **microexon candidates** | **cycle 1** | **cycle 2** | **cycle3** | **cycle 4** | **cycle 5** | **microexon candidates** |  |
| embryo_1 | | 2,714 | 1,365,150 | 1,388,523 | 1,389,515 | 1,390,711 | 1,390,910 | 4,180 | Seq-7 |
| embryo_2 | | 2,701 | 1,179,448 | 1,202,430 | 1,203,224 | 1,203,742 | 1,203,495 | 4,046 |  |
| larva_1 | | 2,366 | 499,278 | 533,897 | 537,207 | 535,807 | 537,219 | 3,592 | Seq-8 |
| larva_2 | | 2,418 | 617,177 | 635,047 | 636,138 | 635,453 | 635,405 | 3,498 |  |
| adults | whole_adult_1 | 3,009 | 551,890 | 557,610 | 557,706 | 557,705 | 557,659 | 4,359 | Seq-9 |
|  | whole_adult_2 | 2,900 | 495,925 | 501,638 | 501,717 | 501,792 | 501,645 | 4,203 |  |
|  | male_body_1 | 2,897 | 195,704 | 216,577 | 221,245 | 221,386 | 221,433 | 3,856 | Seq-1 |
|  | male_body_2 | 2,937 | 164,500 | 188,584 | 190,823 | 190,452 | 190,624 | 3,910 |  |
|  | female_body_1 | 2,192 | 165,402 | 178,200 | 182,312 | 182,345 | 182,325 | 2,922 | Seq-2 |
|  | female_body_2 | 2,426 | 175,753 | 184,659 | 187,038 | 187,036 | 187,036 | 3,336 |  |
|  | male_head_1 | 2,760 | 237,396 | 265,419 | 267,618 | 267,642 | 267,610 | 3,864 | Seq-3 |
|  | male_head_2 | 2,421 | 198,494 | 214,154 | 215,860 | 215,794 | 215,860 | 3,445 |  |
|  | female_head_1 | 2,695 | 221,386 | 242,522 | 244,750 | 244,836 | 244,717 | 3,629 | Seq-4 |
|  | female_head_2 | 2,603 | 218,272 | 234,886 | 237,546 | 237,582 | 237,508 | 3,767 |  |
|  | male_testis_1 | 2,965 | 200,273 | 231,272 | 237,422 | 237,435 | 237,405 | 3,919 | Seq-5 |
|  | male_testis_2 | 2,827 | 136,753 | 162,270 | 164,139 | 164,399 | 164,266 | 3,776 |  |
|  | female_ovary_1 | 2,117 | 211,299 | 222,840 | 226,931 | 227,022 | 226,965 | 2,758 | Seq-6 |
|  | female_ovary_2 | 2,139 | 160,244 | 166,146 | 167,046 | 167,037 | 167,027 | 2,854 |  |

**Notes:** After 5 cycles remapping by ce-TopHat, the total number of microexon candidates is 52,166, and the average per sample is 3,662.

How the deposited data were processed for this re-analysis (not part of the article)

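RNA of w1118 flies was sequenced in 9 conditions with 2 libraries each, namely heads, bodies (abdomen with thorax) and gonads of each sex, and embryos, larvae and whole adults. The authors trimmed the reads with cutadapt, mapped them to dmel r6.15 with TopHat and deposited 1 table with the count of reads on each of 17825 genes in each of the 18 libraries, without normalization. The paper's text does not name the counter or its options. In the table, the length of every gene equals its whole span from start to end, so intronic reads are included, and genes wholly overlapped by other genes have a count of 0 in all libraries. The count of a host gene does not show whether a microexon was included, so PSI, ΔPSI, junction reads and the GO analyses were not analysed here.

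Each column was assigned to a condition and replicate by its name and the sample labels, with 0 columns left unassigned. The replicate numbers used as a block come from the same labels, which do not say what the libraries of one number share. The adult parts and the stages were fitted apart, because read length (150 bp and 100 bp) and strand protocol differ between them. Gene symbols, coding ranges and biotypes came from an Ensembl annotation in which 17742 of the gene identifiers were found, and all coordinates are those of the count table or of the paper's supplementary tables, in dmel r6.15.

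Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM factors from 0.847 to 1.258 in the adult parts and from 0.903 to 1.105 in the stages, filterByExpr with a minimum count of 10). All groups of a fit shared 1 estimate of the spread. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 either way, and the standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2), with the correlation between genes estimated from the data. They were also set beside 10000 random gene lists of the same size. The lists were matched in 20 bins of mean expression, or in broader bins of expression crossed with broad bins of span. Single values per library were compared with exact permutation tests, and classes of genes with permutation tests of 100000 resamples, on log2(CPM + 0.5). CPM of single genes given as mean ± SD, log2 CPM in the set tests and correlations of deviations between replicates, and the AS host level per library use TMM factors. CPM in the floors, in the detection of host genes, in the comparisons of gene classes and in the closing section (sums, medians, Y-linked genes and roX1) are relative to the total counts of a library. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 did the remaining steps.

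Library totals lay between 37198249 and 87676051 counts. A gene was taken as detected with at least 10 counts in both libraries of a condition, and 3 counts were taken as the floor of a library. The genes named in the text were set by a rule fixed in advance: every gene that the paper names for a comparison of tissues or sexes, the genes with tissue-specific microexons that lie under the floor in a group or have the 3 largest or 3 smallest changes between heads and bodies (by the mean of the 2 sexes), roX1 and roX2 as a check of the sex labels, and up to 3 genes per direction with the smallest adjusted p between female and male heads. Genes named for Y-linked counts and the genes up, Neto and Pect were chosen after their values were seen.

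The procedure was also tested on simulated data. Counts were drawn for 12597 genes with 200 changed by 2 on the log2 scale, and 12328 genes passed the filter. Of the changed genes 89 (44.5%) were called with a median log2 fold change of 2.09 among the raised ones, 5 unchanged genes were called, and 0 were called in an unchanged contrast. In classes of the sizes compared here, 315 genes in all, 1 class was raised by 2 log2 units. For it the permutation test gave p = 0.0002, the smallest p that its resamples allow. The difference observed between AS and CS host genes was 1.23, and a shift of that size was not simulated. Of 100 unchanged classes, 5 had a p under 0.05.

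The alternatives tried were DESeq2's size factors (DESeq2 1.42.0) and upper-quartile scaling in place of TMM, DESeq2's Wald test, no filter on low counts, at least 10 counts in every library, the replicate number as a block, a fit of only the groups compared, no minimum fold, each replicate left out in turn and, for the sets of host genes, only genes that overlap no other gene. Added after the data were seen were that last one, the 2 settings of the filter for single named genes, the replicate block for the AS host level per library and for the genes higher in gonads than in heads, 2 comparisons of these genes (selected in one replicate number and followed in the other, and between the bodies of the 2 sexes), and the class comparisons without wholly overlapped genes. For the level per library, the block is an exact permutation within each replicate number.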

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

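The 3 tests of explanations for the sex differences in bodies were chosen after these differences had been seen but before the tests' own values, and all other tests below were chosen only after the results were seen.

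The sex difference in bodies differed from that in heads in 4386 genes, and that between ovaries and testes from that in heads in 7632 genes, by the test of the interaction itself. The head-body difference also differed between females and males in 4386 genes, which is the same contrast with its sign reversed and no separate result. The scaling of the libraries was tested as a technical explanation, and the smallest number under 2 other scalings was 4055 for bodies. The dissection was tested as another. Of the genes that differed between female and male bodies, 96.3% differed in the same direction between ovaries and testes. Among the 3331 genes that did not differ between the gonads, 6.8% differed between bodies, against 52.1% of all genes. Bodies included the abdomen, and a candidate explanation for most of the sex difference in bodies is therefore the gonads within them. These tests cannot separate gonads from other tissues that share their sex differences, and no biological explanation beyond that was tested.

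The body libraries were not alike in the median level of the AS host genes relative to all genes. The second female body library stood at 2.52 and the next highest at 2.105, and its gap was 0.838 of the range of the 4 libraries, above Dixon's 95% critical value for 4 samples. Of 3 groups tested, 1 passed, where chance gives about 1 in 20 for each of them. Without centring on the median of all genes kept the ratio was 0.61, under the critical value, so the gap depends on the centring. No biological explanation was tested.

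Heads of both sexes had reads on genes of the testis, which the paper does not analyse. The 2125 genes at least 32-fold higher in testes than in male heads and in ovaries summed to 1126 CPM in the first female head library and to 458 CPM in the second, or 0.243% and 0.118% of their sum in the testis library of the same number (CPM of total counts). In male heads they summed to 1010.3 and 431 CPM, and in embryos, from another protocol, to 20418 and 17818 CPM, so these genes have reads outside the testis. Carry-over between libraries of replicate 1 was tested over 8 pairs of a source and a recipient tissue. The share of the source's genes was higher in replicate 1 in 7 of them, but the pairs share libraries and are not independent, and in the exception, head genes in testes, the shares were 0.892% and 0.951%. Low transcription in females was tested by the ratio of the first to the second female head library, which was 2.46, and transcription that differs between the 2 collections cannot be told apart from carry-over by it. Carry-over in replicate 1 may contribute, and low transcription of these genes remains possible.

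Y-linked genes, 113 in all, had 114.4 CPM in the first female head library and 14.1 CPM in the second, although females carry no Y chromosome. Ppr-Y, kl-5 and ORY, which were chosen after their values were seen, made up 93.5% of the sum in the first library. Carry-over from the testis was tested, and the value was 61 times what the carried share of testis genes gives. Male heads of replicate 1 had 169.7 CPM, 1.48 times the female value, and those of replicate 2 were 1.69 times the female ones. These sums, which changed together between replicates, are consistent with reads of repeats that also lie on other chromosomes and fall within the long spans of these genes. In replicate 2, single genes did not all follow the sums. There kl-5 had 5.67 CPM in male and 5.68 in female heads, but Ppr-Y had 7.61 and 1.66 and ORY 2.26 and 0.445. The last 2 were thus higher in males, and repeats alone do not account for them in that replicate. In replicate 1 each of these genes was higher in males, Ppr-Y with 79.95 and 55.1 CPM, kl-5 with 57.4 and 36.9 and ORY with 23.5 and 15.0. No reads were analysed here to test the repeats directly.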

How the results depend on the processing

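All alternatives were set before the data were examined, except those added after the results were seen: the restriction to genes that overlap no other gene, the 2 settings of the low-count filter for single named genes, the class comparisons without wholly overlapped genes, and the replicate block for the AS host level per library and for genes higher in gonads than in heads, with 2 further comparisons of these genes. No test of a cause was run here, and the cause was not tested for any of the changes below. The TMM factors were computed anew under each filter on low counts, so the settings of the filter also changed the scaling.

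Of the numbers of genes called, 108 were within 1.5 times the value first given, 8 were smaller and 4 larger. With at least 10 counts in every library, the numbers were 3187 in male heads against bodies, 4859 in male heads against testes, 1381 in female bodies against ovaries, 3647 in female against male bodies, 4839 in ovaries against testes, 3804 in whole adults against embryos and 4462 for the sex difference in gonads against that in heads. With only the groups compared in the fit they were 5709 in male bodies against testes, 1341 in female bodies against ovaries and 7 in female against male heads. In heads the sexes differed in 8 genes with the replicate block and in 32 with DESeq2's Wald test, and the 4 genes first called were among them. DESeq2's size factors moved the median log2 fold change of all genes by more than 0.1 in several comparisons, from 0 to -0.55 in male bodies against testes, from 0.28 to -0.37 in male heads against testes and from -0.36 to 0 in female heads against bodies, so the direction of small changes depends on the scaling.

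For the AS host genes, the median log2 fold changes passed an adjusted p of 0.05 with DESeq2's size factors at 1.32 in male heads against bodies, 1.79 in male heads against testes and 1.27 in female heads against bodies (camera, adjusted p = 0.0392), and with at least 10 counts in every library at 1.146, 1.67 and 1.198 in the same comparisons and 1.59 in female heads against ovaries (camera, adjusted p = 0.0358). Over all alternatives the adjusted p in these 4 comparisons ranged from 0.0358 to 0.261. Over genes that overlap no other gene the median in female bodies against ovaries was reversed, at -0.075 (camera, adjusted p = 0.511, range 0.13 to 0.511). Across the 2 fits that each left out one replicate, the median ranged from 1.25 to 1.57 in male heads against bodies, from 2.21 to 2.66 in male heads against testes, from 0.75 to 1.09 in female heads against bodies, from 1.19 to 1.51 in female heads against ovaries, from -0.99 to -0.45 in larvae against embryos and from -0.37 to -0.14 in whole adults against embryos. Another 57 values of this set kept their direction and side. The level of these genes per library was 1.91 higher in heads than in bodies and 1.80 higher than in gonads, and with the replicate block each gave the smallest p that 36 arrangements allow (exact permutation test, p = 0.056 in both), so no outcome could pass 0.05 there.

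For the genes of head-specific microexons, the median was 2.11 in male heads against bodies, 2.83 in male heads against testes (camera, adjusted p = 0.0375 in both) and 1.40 in female heads against bodies (adjusted p = 0.0437) without a filter on low counts, and 2.07 and 3.24 in the male comparisons (adjusted p = 0.0400) over genes that overlap no other gene. Over all alternatives the adjusted p ranged from 0.0375 to 0.200 in these 3 comparisons. Leaving out one replicate gave 1.70 to 1.97, 2.52 to 2.93 and 0.99 to 1.53.

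The difference between AS and CS host genes was reversed, at -0.026 (permutation test, p = 0.986), when each gene was taken at its highest condition, and at the same setting genes of unlisted and of listed microexons differed by 0.56 (permutation test, p = 0.00576). Among the settings of the AS against CS comparison, p ranged from 6.0e-05 to 0.986. Genes at least 8-fold higher in gonads were higher in bodies by a median of 7.27 in males and 3.62 in females. Without one replicate the male median was 7.44 to 8.44. With genes selected in one replicate number and followed in the other, the medians were 7.35 and 8.32 in males and 5.14 and 5.17 in females, so the female median was smaller than the 6.24 first given. The correlation of the sex differences in bodies and gonads was 0.891 with DESeq2's size factors, 0.892 with the replicate block and 0.859 to 0.860 without one replicate.

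Of the values of single named genes, 445 kept their direction and side of an adjusted p of 0.05, 42 moved without a test when a replicate was left out, 12 passed it only under the alternative and 15 no longer passed it. The change of shi between female and male bodies was reversed without the filter on low counts, at 0.078 (edgeR, adjusted p = 0.8291). Genes under 10 counts in a library have no value with at least 10 counts in every library. The 45 numbers of detected host genes and the 24 numbers of sexually AS host genes stayed within 1.5 times. The depth limits genes near 3 counts per library, such as CG4168 and Ekar in ovaries. With 2 libraries per condition no exact test between 2 conditions reaches 0.05.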

Differences from the paper's values

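No test of a cause was run for the differences below. The paper gives 5.8% of the microexons as lying in non-coding genes, and the annotation used here gave 3.5%. None of the alternatives set before the data were examined applies to this share, which does not use the counts.

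The body-specific events of the paper's Supplementary Table 6, 4 in all, involve 3 microexons in 2 genes, so the number of events and that of microexons differ, while the paper's text gives the number of events as that of microexons. The paper's text names ME335 in EMC1, while ME335 of its Supplementary Table 4 lies in RpL29 from 21293854 to 21293874 and the microexon of EMC1 is ME355.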

Other observations

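All tests in this part were chosen only after the results were seen.

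Genes wholly overlapped by other genes had a count of 0 in all libraries, also where only genes of the opposite strand overlap them, as for 1748 genes. This is consistent with a counter that dropped reads within the spans of more than 1 gene and did not use the strand. Of the 750 microexon host genes in the table, 60 are lost in this way, so their level is unknown and is not shown to be low.

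The median level of AS host genes was higher in heads than in bodies and gonads. Gene length was tested, since reads were counted over whole spans, and the median lay above the central 95% of random lists matched on expression and span by at least 0.332 in the 4 comparisons with heads. Under 2 other scalings of the libraries the smallest median was 0.949, and over genes without any overlap it was 0.796. The lists matched on expression and span had medians of 0.87, 1.71, 0.33 and 0.32 themselves in male heads against bodies and testes and in female heads against bodies and ovaries, so span goes with the sign and with part of the size, and only the excess over these lists is left by this test. Camera, which allows for correlation between genes, did not pass an adjusted p of 0.05 in these comparisons with TMM scaling and the low-count filter of edgeR, but passed it in 3 of them with DESeq2's size factors (adjusted p = 0.0392) and in all 4 with at least 10 counts in every library (adjusted p = 0.0358), and cell types that differ between heads and bodies were not tested. Higher transcription of AS host genes in heads than of other genes of like span and expression is thus a hypothesis, and whether the set passes camera depends on the scaling and the filter. Span was matched only in broad bins, so part of the excess over the lists matched on span may still go with span.

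Libraries of adult parts with the same replicate number deviated together, with a median correlation of 0.39 over 15 pairs of groups. A batch shared by the libraries of one number may be the reason, but the labels name none and the correlation cannot be told apart from other differences between collections.

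In 2 libraries of adult parts more reads were counted than the paper's Supplementary Table 2 lists as mapped, with 136.2% in male head replicate 2 and 118.0% in ovary replicate 2, and the lowest value was 55.3% in male head replicate 1. With the replicate numbers of Supplementary Table 2 exchanged, the highest value was 97.7%. Exchanged numbers between the 2 tables are thus a candidate explanation. The libraries were not reassigned here.

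Whole adults had little of the ovary's transcripts. The median of 129 genes at least 32-fold higher in ovaries than in female heads and in testes was 1.21 CPM of total counts in whole adults, 0.016 times that in female bodies, while the median of 2125 testis genes was 0.3 times that in male bodies. The level of roX1 in whole adults was 0.29 times that in male bodies. Few females, ovaries not yet grown and the other library protocol could each contribute, and the design cannot separate them. The paper gives the adults as 24 h old in its methods and 2 h old in its results.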
